# Peripheral nerve‐derived fibroblasts promote neurite outgrowth in adult dorsal root ganglion neurons more effectively than skin‐derived fibroblasts

**DOI:** 10.1113/EP090751

**Published:** 2023-02-28

**Authors:** Masato Hara, Ken Kadoya, Takeshi Endo, Norimasa Iwasaki

**Keywords:** fibroblast, peripheral nerve, regeneration

## Abstract

Although fibroblasts (Fb) are components of a peripheral nerve involved in the regenerative process associated with peripheral nerve injury, detailed information regarding their characteristics is largely lacking. The objective of the present study was to investigate the capacity of Fb derived from peripheral nerves to stimulate the outgrowth of neurites from adult dorsal root ganglion neurons and to clarify their molecular characteristics. Fibroblasts were prepared from the epineurium and parenchyma of rat sciatic nerves and skin. The Fb derived from epineurium showed the greatest effect on neurite outgrowth, followed by the Fb derived from parenchyma, indicating that Fb derived from nerves promote neurite outgrowth more effectively than skin‐derived Fb. Although both soluble and cell‐surface factors contributed evenly to the neurite‐promoting effect of nerve‐derived Fb, in crush and transection injury models, Fb were not closely associated with regenerating axons, indicating that only soluble factors from Fb are available to regenerating axons. A transcriptome analysis revealed that the molecular profiles of these Fb were distinctly different and that the gene expression profiles of soluble factors that promote axonal growth are unique to each Fb. These findings indicate that Fb are molecularly and functionally different depending on their localization in nerve tissue and that Fb derived from epineurium might be involved more than was previously thought in axon regeneration after peripheral nerve injury.

## Abstract (highlights)

- **What is the central question of this study?**
  Although fibroblasts are involved in the regenerative process associated with peripheral nerve injury, detailed information regarding their characteristics is largely lacking.
- **What is the main finding and its importance?**
  Nerve‐derived fibroblasts have a greater neurite‐promoting effect than skin‐derived fibroblasts, and epineurium‐derived fibroblasts can promote neurite outgrowth more effectively than parenchyma‐derived fibroblasts. The epineurium‐derived fibroblasts and parenchyma‐derived fibroblasts have distinctly different molecular profiles, including genes of soluble factors to promote axonal growth. Fibroblasts are molecularly and functionally different depending on their localization in nerve tissue, and epineurium‐derived fibroblasts might be involved in axon regeneration after peripheral nerve injury more than previously thought.

## 1 INTRODUCTION

Although it is possible for the peripheral nervous system (PNS) to regenerate, clinical results after peripheral nerve injury (PNI) are not always satisfactory (Evans et al., 1994; Lundborg, 2000), which indicates the need for development of an effective therapy for the treatment of PNI (Min et al., 2021). However, the detailed mechanisms responsible for the regenerative process after PNI remain to be elucidated fully. An accumulated body of evidence suggests that regeneration after PNI is induced by a series of orchestrated interactions in a variety of cells, which include Schwann cells (SCs), macrophages, vascular endothelial cells (ECs) and fibroblasts (Fb).

Schwann cells differentiate into a reparative phenotype referred to as repair SCs that function to remove myelin debris, provide aid in the survival of damaged neurons, promote axon regeneration and remyelinate newly formed axons (Jessen & Arthur‐Farraj, 2019; Napoli et al., 2012). Macrophages contribute to the formation of the initial tissue that bridges the site of a nerve transection, to guide growing axons for their precise targeting at the site of the lesion (Dun et al., 2019; Li et al., 2022), to remove myelin debris and to promote axon regeneration in the region of Wallerian degeneration (Boissonnas et al., 2020). Vascular ECs guide the migrating SCs to the lesion site (Cattin et al., 2015), and in the region of Wallerian degeneration they promote macrophage accumulation and supply the neurotrophic factors required for regeneration (Caillaud et al., 2019).

Regarding Fb, it has been shown that they guide the directional migration of SCs at the lesion site (Parrinello et al., 2010), but the issue of whether Fb contribute directly to axon regeneration remains to be determined. Fibroblasts are generally thought to be indispensable for tissue repair because of their great proliferative capacity to fill tissue defects in various organs with an extracellular matrix (Harris et al., 2017). Recent progress has clarified that tissue‐specific Fb have distinct roles in maintaining steady‐state conditions, in causing disease conditions to develop and in promoting tissue repair (Plikus et al., 2021). For example, in the steady state, Fb in the renal interstitium produce erythropoietin to maintain the production of red blood cells and to reduce their production after renal damage that can cause renal anaemia (Yamazaki et al., 2013). Hepatic satellite cells protect spared hepatic tissue after acute hepatic injury, while they exaggerate hepatic damage by promoting hepatic fibrosis in conditions of chronic inflammation (Bandyopadhyay et al., 2011). It is noteworthy that the functions of Fb differ depending on their precise anatomical locations, even in the same organ. For example, in the lung, peri‐alveolar Fb provide lipids to type 2 alveolar epithelial cells to produce surfactants (Barkauskas et al., 2013), whereas adventitial Fb in bronchovascular bundles promote lung fibrosis (Tsukui et al., 2020).

Given the above, it is reasonable to assume that Fb at different anatomical locations would have different functions and effects on the repair process, including axon regeneration after PNI. Therefore, we hypothesize that the capability of Fb to stimulate axon regeneration is dependent on the specific location of Fb in the PNS. The purpose of the present study was to investigate the capacity of Fb derived from peripheral nerve tissue to stimulate neurite outgrowth in adult dorsal root ganglion (DRG) neurons and to clarify their molecular characteristics.

## 2 METHODS

### 2.1 Ethical approval

The study protocol was approved by the local ethical committee of Hokkaido University (17‐0071). All procedures conformed to the principles and regulations of *Experimental Physiology* (Grundy, 2015; Percie du Sert et al., 2020).

### 2.2 Animals

Adult Lewis rats (wild‐type; Charles River Laboratories Japan; 10–20 weeks of age; males and females) were used in all experiments. The animals had free access to food and water throughout the study. For general anaesthesia, a mixture of ketamine (75–100 mg/kg; Ketalar; Daiichi Sankyo Propharma Corporation, Tokyo, Japan) and medetomidine (0.5 mg/kg; Domitor; Orion Corporation, Espoo, Finland) was administered by i.p. injection. For postoperative analgesia, buprenorphine (0.05 mg/kg; Buprenorphine Inj; NISSIN, Yamagata, Japan) was administered s.c. every 24 h starting immediately after surgery for a total of four doses up to 72 h. For cell preparations, rats were killed by cervical spine dislocation under deep anaesthesia by i.p. injection of ketamine (100 mg/kg).

### 2.3 Fibroblast preparation

Sciatic nerves were dissected from two male rats (10 weeks of age) immediately post mortem. The epineurium and parenchyma were separated manually from nerves with micro‐forceps. Abdominal skin (1 cm^2^) was dissected from a different male rat (10 weeks of age) post mortem, followed by the removal of subcutaneous adipose tissue. These tissues were cut into 1–2 mm pieces using micro‐scissors and transferred to enzymatic digestion medium containing 2% collagenase I (Sigma‐Aldrich, St Louis, MO, USA) and 0.125% trypsin in Dulbecco's modified Eagle's medium (DMEM)/Ham's F‐12 (Wako, Osaka, Japan). After enzymatic incubation for 1 h at 37°C, 10% fetal bovine serum (FBS; Sigma‐Aldrich) in DMEM was added to stop the enzymatic digestion. After centrifugation and removal of the supernatant, the pieces were dissociated mechanically by 30 cycles of pipetting in Fb culture medium consisting of DMEM/Ham's F‐12 with 10% FBS, 1% GlutaMAX (Thermo Fisher Scientific, Waltham, MA, USA) and 1% penicillin–streptomycin (P/S; Thermo Fisher Scientific). The cell suspension was then filtered through a 40 μm cell strainer (Greiner Bio‐One, Kremsmünster, Austria) to remove tissue pieces. The viability of the dissociated cells was assessed by Trypan Blue (Thermo Fisher Scientific) and was within the range of 92–96%. Dissociated cells were seeded onto a non‐coated 75 cm^2^ flask, followed by the replacement of the culture medium 30 min later. After a single passaging 3–4 days later, the cells were subjected to fixation with 4% paraformaldehyde (PFA), co‐culture with DRG neurons and RNA sequencevs analysis.

### 2.4 Dorsal root ganglion neuron preparation

Dorsal root ganglion neurons were prepared from two 10‐week‐old male rats as described previously (Endo, Kadoya, Kawamura et al., 2019). Each DRG neuron preparation used one rat. These animals were different from those used for Fb preparation. In brief, bilateral lumbar DRGs were dissected, cut into 1–2 mm pieces using micro‐scissors and incubated in an enzymatic digestion medium consisting of DMEM/Ham's F‐12 with 1% collagenase XI (Sigma‐Aldrich) for 1 h at 37°C. After adding DMEM with 10% FBS to stop the enzymatic reaction, the tissue pieces were resuspended in 1 ml of neuron culture medium consisting of DMEM/Ham's F‐12 supplemented with 2% B27 supplement (Thermo Fisher Scientific) and 1% P/S. The tissue pieces were gently triturated 30 times with a 1 ml pipette to give a single‐cell suspension of DRG neurons.

### 2.5 Co‐culture of Fb and DRG neurons

Two types of fibroblast–neuron co‐culture methods were used. In the first method, the neurons were cultured on top of the Fb. The three types of Fb [derived from epineurium (Fb‐Epn), parenchyma (Fb‐Par) and skin (Fb‐Skn)] were cultured on 24‐well plates coated with poly‐l‐lysine (Sigma‐Aldrich) in the Fb culture medium. The seeding cell densities of Fb‐Epn, Fb‐Par and Fb‐Par were adjusted to 0.8 × 10^4^, 2.0 × 10^4^ and 1.6 × 10^4^/cm^2^, respectively, such that a comparable 100% confluency was achieved when starting the DRG neuron culture the next day. On the next day, the Fb culture medium was removed, and DRG neurons were seeded onto them at a cell density of 5.0 × 10^3^ cells/cm^2^ with the neuron culture medium described above, followed by fixation with 4% PFA 48 h later. Three wells per condition were obtained.

In the second method, the Fb were separated on the insert, allowing only factors that were soluble from Fb to be available to the neurons below. Each type of Fb was cultured on a poly‐carbonate insert (0.4 μm pore size; catalogue no. 140620; Thermo Fisher Scientific) coated with poly‐l‐lysine at the same density as in the first method. On the next day, DRG neurons were seeded on the 24‐well plate coated with poly‐l‐lysine with the neuron culture medium, followed by fixation with 4% PFA 48 h later. Six wells per condition were obtained.

### 2.6 Culture of human endothelial cells

An immortalized human brain capillary cell line, hCMEC/D3 endothelial cells, were purchased from Sigma‐Aldrich. Cells from passages 32–35 were grown as described previously (Suzuki, Nakagawa, et al., 2022; Weksler et al., 2005). Cells were plated at a density of 5000 cells/cm^2^ in 24‐well plates, coated with 0.1 mg/ml collagen type 1 (Sigma‐Aldrich) in 400 μl endothelial growth basal medium‐2 (EBM‐2; Lonza, Switzerland) with 2.5% FBS. After 24 h, cells were fixed with 4% PFA for immunolabelling against Cd31.

### 2.7 Immunolabelling of cultured cells

Fixed cells were blocked in Tris‐buffered saline (TBS) containing 5% horse serum (Thermo Fisher Scientific) and 0.125% Triton X (Sigma‐Aldrich), followed by an overnight incubation with primary antibodies at 4°C. After the cells had been washed with TBS three times, they were incubated for 1 h in secondary antibodies and 4′,6‐diamidino‐2‐phenylindole (DAPI; 100 ng/ml; Sigma‐Aldrich) at room temperature. The primary antibodies were anti‐type 1 collagen (goat, 1:200, catalogue no. 1310‐01; Southern Biotech), anti‐Thy1 Cd90 (mouse, 1:1000, catalogue no. ab225; Abcam, Cambridge, UK), anti‐Cd31 (goat, 1:100, catalogue no. AF3628; R&D systems), anti‐S100β (rabbit, 1:200, catalogue no. Ab52642; Abcam) and anti‐β3‐tubulin (mouse, 1:1000, catalogue no. 801202; BioLegend, San Diego, CA, USA). The secondary antibodies were Alexa 488‐ or 647‐conjugated donkey antibodies (1:1000, catalogue no. 715‐545‐151, 711‐545‐152 or 705‐605‐147; Jackson Immunoresearch, West Grove, PA, USA). Previous studies confirmed the specificity of immunolabelling against S100β (Endo et al., 2022; Endo, Kadoya, Kawamura, et al., 2019; Endo, Kadoya, Suzuki, et al., 2019; Ma et al., 2020; Meyer zu Reckendorf et al., 2020; Suzuki, Kadoya, et al., 2022), and that against Cd31 was verified by the immunolabelling of hCMEC/D3 cells (Figure 1) and previous studies (Zhang et al., 2020, 2021).

**FIGURE 1:**
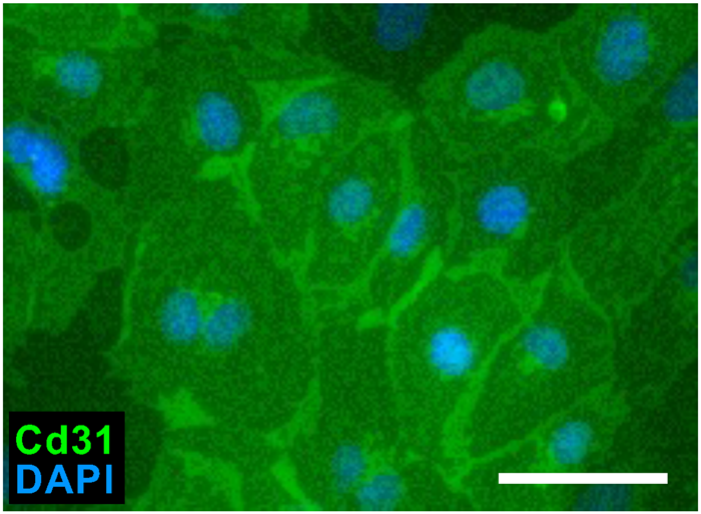
Cd31 immunolabelling of endothelial cells. Cells of the human brain endothelial cell line hCMEC/D3 were immunolabelled with antibody against Cd31 (goat, 1:100, catalogue no. AF3628; R&D Systems) and 4′,6‐diamidino‐2‐phenylindole (DAPI). Cd31 immunoreactivity was detected in all endothelial cells. Scale bar: 100 μm.

### 2.8 Neurite outgrowth assay

Immunolabelled images were obtained with an all‐in‐one fluorescence microscope (BZ‐ X710; Keyence, Osaka, Japan) using a ×20 objective lens. Neurites were detected by β3‐tubulin labelling, traced and measured with ImageJ software (Schneider et al., 2012) with the plugin software NeuronJ, as described previously (Kadoya et al., 2009; Meijering et al., 2004). To avoid the effect of interactions between neurons, if neurites touched the neurites of other neurons, these neurons were excluded from the analysis. Neurites that were ≥50 μm in length were defined as elongating neurites (Omura et al., 2015; Painter et al., 2014). At least 50 neurons were randomly selected per well, and the averages of the longest neurites and the percentage of neurons with elongating neurites were calculated.

### 2.9 Animal surgery and immunolabelling

Six 10‐ to 20‐week‐old rats (three males and three females) were anaesthetized by i.p. injection of a mixture of ketamine (75–100 mg/kg) and medetomidine (0.5 mg/kg). Animals were placed in the prone position, and a 4 cm longitudinal skin incision was made on the left posterior thigh. The sciatic nerve was fully exposed and was transected with scissors (*n* = 3, a male and two females) or crushed with micro‐mosquito forceps (*n* = 3, two males and a female) at the mid‐thigh. The operated side was dysfunctional, but it was unilateral, and there were no problems with food intake. For postoperative analgesia, buprenorphine (0.05 mg/kg) was administered s.c. four times during 3 days postoperatively. Seven days after the injury, the rats were anaesthetized again with a mixture of ketamine and medetomidine, followed by perfusion with 4% PFA in 0.1 M phosphate‐buffered saline. Dissected nerves were placed in 4% PFA overnight, then in 30% sucrose solution for ≥3 days.

Nerves were sectioned longitudinally at 10 μm thickness using a cryostat (Leica, Wetzlar, Germany). One out of nine sections was used for immunolabelling. The sections were incubated overnight with primary antibodies against pan‐neurofilament (mouse, 1:1000, catalogue no. 837904; BioLegend) and type 1 collagen (goat, 1:200, catalogue no. 1310‐01: SouthernBiotech) at 4°C. After washing with TBS, the sections were then incubated in Alexa‐488‐conjugated donkey anti‐mouse (1:1000, catalogue no. 715‐545‐151; Jackson Immunoresearch), Alexa‐647‐conjugated donkey anti‐goat (1:1000, catalogue no. 705‐605‐147; Jackson Immunoresearch) and DAPI for 1 h at room temperature.

### 2.10 RNA sequence analysis

RNA was extracted from a total of nine samples (three samples for each type of Fb) using an RNeasy plus mini kit (Qiagen, The Netherlands) according to the manufacturer's instructions. Total RNA integrity and quality were evaluated on an Aglient 2100 bioanalyzer (Aglient Technologies, Santa Clara, CA, USA), and samples of ≥1 μg with an RNA integrity number (RIN) of at least seven were used for the RNA‐seq. Each library was prepared using the NEBNext Poly(A) mRNA Magnetic Isolation Module (catalogue no. E7490), an NEBNext UltraTMII Directional RNA Library Prep Kit (catalogue no. E7760), and paired‐end reads (150 bp) were obtained on an Illumina NovaSeq 6000 (Illumina). Reads were aligned to the *Rattus norvegicus* genome rn6, and their quality was checked with FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The average quality scores obtained with FastQC according to the position of bases in each read were all below an error rate of 0.001, indicating high quality that was classified as entirely normal. Sequence reads were trimmed with Trimmomatic (http://www.usadellab.org/cms/?page=trimmomatic) to remove low‐quality read terminals, adapter sequences and short reads. Specifically, we removed reads with a quality score of <20 at the beginning or the end of the read, or reads with a quality score of <15 on average by sliding the quality score by 4 bases (Bolger et al., 2014). In addition, reads that were <36 bp as a result of such trimming were removed. After these operations, sequence reads were mapped to the reference genome using HISAT2 (http://daehwankimlab.github.io/hisat2/), and all samples showed a high mapping rate of >97%. Obtained reads were normalized as transcripts per kilobase million (TPM) (Wagner et al., 2012; Zhao et al., 2020). Genes with a *P*‐value < 0.01 and a log_2_ fold change (FC) > 2 were defined as differentially expressed genes (DE genes). GeneOntology (GO) and KEGG (Kyoto Encyclopedia of Genes and Genome) pathway analyses were performed using the DAVID (https://david.ncifcrf.gov/) database. Heat maps were created using the R Stats package (https://rdocumentation.org/packages/stats/versions/3.6.1).

### 2.11 Statistics

The normality of the data distribution was assessed by the Shapiro–Wilk test, and all data were found to be normally distributed. Multiple‐group comparisons were performed with a one‐way ANOVA with the Tukey–Kramer test. All statistics were performed with JMP software (SAS, Cary, NC, USA), with a designated significance level of 95%. Data are presented as the mean value ± SD.

## 3 RESULTS

### 3.1 Nerve‐derived Fb have a greater neurite‐promoting effect than skin‐derived Fb

All three types of Fb demonstrated a similar morphology (Figure 2a) and expressed Fb markers such as type 1 collagen and Thy1 (Figure 2b–d), but the immunoreactivity of SCs and vascular ECs was negligible (Figure 2b–d), indicating the high purity of the cultured Fb. Although SCs and ECs are present in peripheral nerves and are adherent cells, the primary Fb that were cultured from rat sciatic nerves had a high purity. This can be attributed to the fact that the cell culture medium was discarded 1 h after seeding cells and also indicates that Fb have a significantly higher adhesive property than SCs and vascular ECs.

**FIGURE 2:**
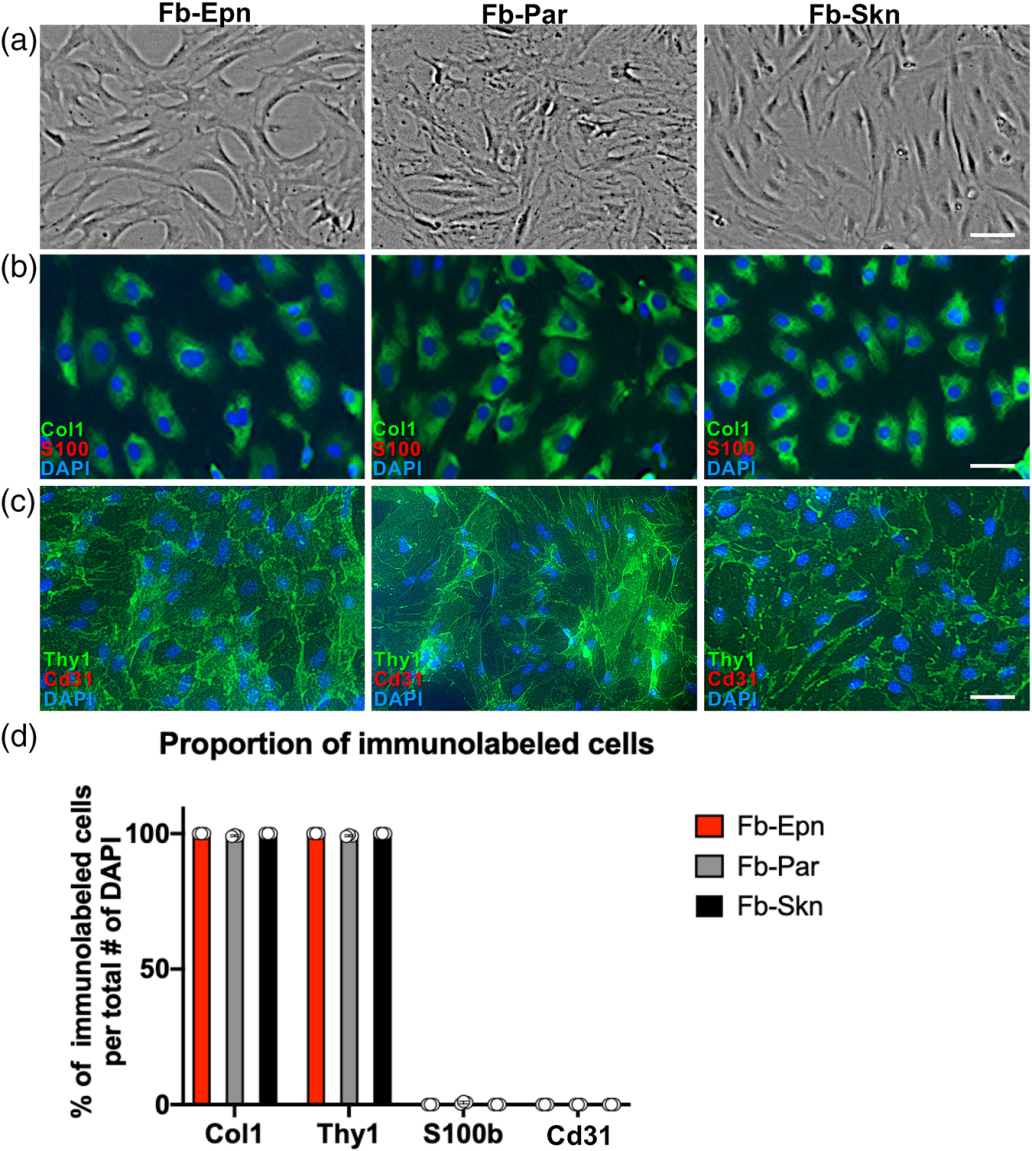
Prepared fibroblasts (Fb) demonstrated high purity. (a) Representative phase‐contrast images of epineurium‐derived fibroblasts (Fb‐Epn), parenchyma‐derived fibroblasts (Fb‐Par) and skin‐derived fibroblasts (Fb‐Skn). Scale bar: 50 μm. (b) Representative images of Fb immunolabelled against type 1 collagen (Col1), S100b and 4′,6‐diamidino‐2‐phenylindole (DAPI). Scale bar: 50 μm. (c) Representative images of Fb immunolabelled against Thy1, Cd31 and DAPI. Scale bar: 50 μm. (d) Quantification of the number of immunolabelled cells as a percentage of the total number of DAPI‐labelled cells. An individual dot indicates one well. All cells were labelled with Col1 and Thy1, and immunoreactivity for S100b and Cd31 was negligible. *n* = 3 wells per group.

One day after the Fb seeding, adult DRG neurons were cultured on them (Figure 3a), followed by fixation 2 days later. A few neurons on the poly‐l‐lysine‐coated plate had elongated neurites, but significantly more DRG neurons on Fb induced elongated neurites [Figure 3b–d; one‐way ANOVA (*F* = 3.09, *P* < 0.0001) with the Tukey–Kramer test, *P* < 0.05]. Among the three types of Fb, only 28.2% of the neurons had elongating neurites in the Fb‐Skn co‐cultures, whereas 45.9 and 43.9% of the neurons had elongating neurites in the Fb‐Epn and Fb‐Par co‐cultures (Figure 3d). Quantitative measurements of the average length of the longest neurite indicated that the neurons co‐cultured with Fb‐Epn were the longest (100.4 μm), followed by neurons that were co‐cultured with Fb‐Par (67.4 μm) and Fb‐Skn (47.4 μm) (Figure 3e). These results indicate that Fb stimulate the outgrowth of neurites from DRG neurons, that PNS‐derived Fb have a substantially greater neurite‐promoting effect than Fb‐Skn, and that Fb‐Epn stimulate neurite outgrowth more effectively than Fb‐Par.

**FIGURE 3:**
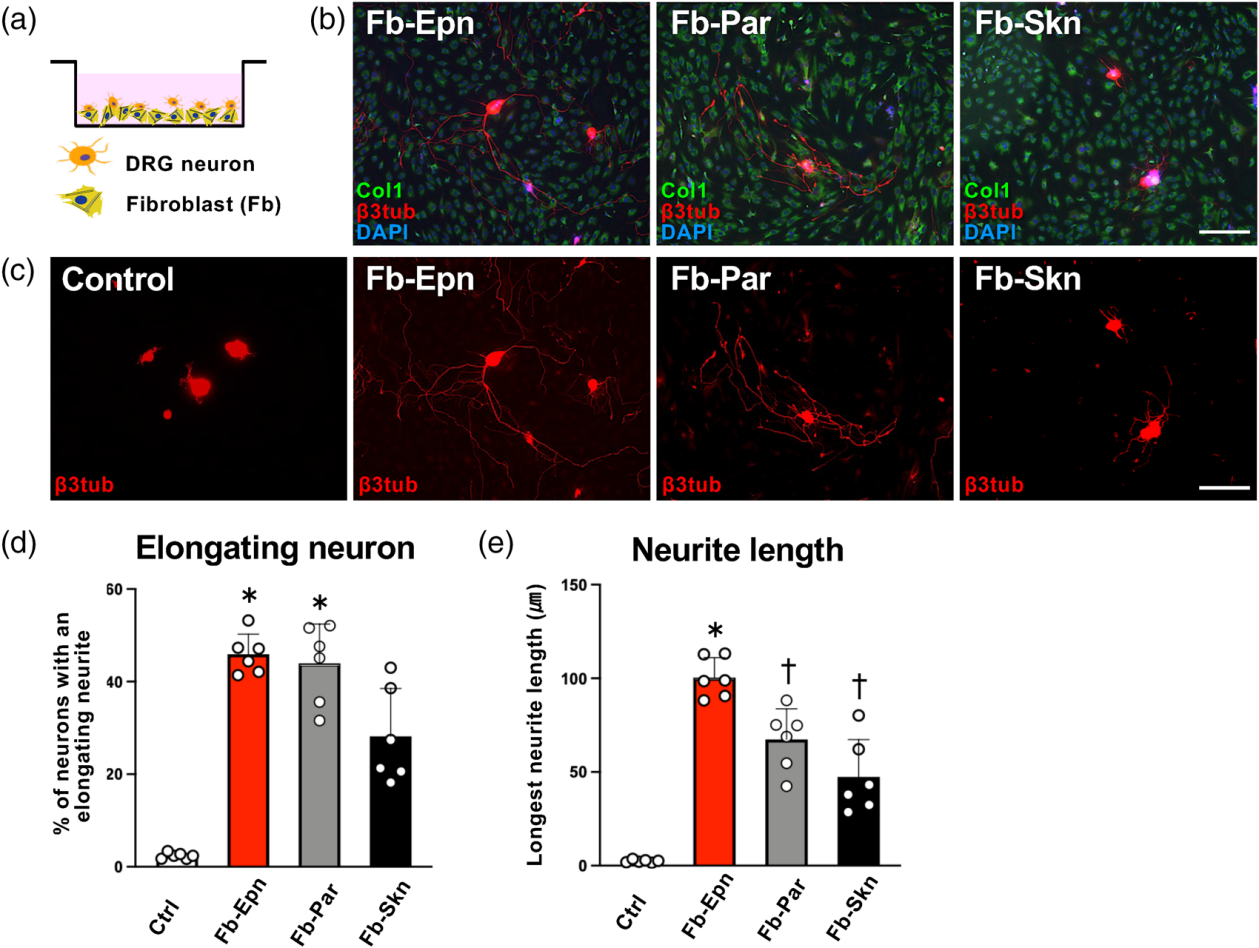
Nerve‐derived fibroblasts (Fb) promoted neurite outgrowth of adult dorsal root ganglion (DRG) neurons. (a) The schematic diagram depicts DRG neurons seeded on Fb. (b) Representative images of DRG neurons and Fb triple‐labelled against type 1 collagen (Col1), β3‐tubulin (β3tub) and 4′,6‐diamidino‐2‐phenylindole (DAPI). Scale bar: 150 μm. (c) Representative images of DRG neurons labelled against β3tub. Neurons co‐cultured with Fb have longer neurites than the non‐co‐cultured neurons. Scale bar: 150 μm. (d) Quantification of the percentage of DRG neurons with an elongating neurite. An individual dot indicates one well. Epineurium‐derived fibroblasts (Fb‐Epn) and parenchyma‐derived fibroblasts (Fb‐Par) induced significantly more elongating neurons than control. *n* = 6 wells per condition. One‐way ANOVA (*F* = 3.09, *P* < 0.0001) with the Tukey–Kramer test. ^*^ *P* < 0.05 compared with control. (e) Quantification of the longest neurite of DRG neurons. Individual dots indicate one well. The Fb‐Epn induced the longest neurite among all groups, and Fb‐Par and skin‐derived fibroblasts (Fb‐Skn) induced longer neurites than control. *n* = 6 wells per condition. One‐way ANOVA (*F* = 3.09, *P* < 0.0001) with the Tukey–Kramer test. ^*^ *P* < 0.05 compared with others; ^†^ *P* < 0.05 compared with the control.

### 3.2 Fibroblasts promote neurite outgrowth in adult DRG neurons by both contact‐mediated and soluble factors

Given that neurons were seeded directly onto Fb in the preceding experiments, the issue of whether the enhanced neurite outgrowth was attributable to either soluble factors or cell‐surface factors from Fb was unclear. To clarify this, we separated co‐cultured Fb from neurons by placing the Fb onto inserts in the same well (Figure 4a,b). After 2 days, all types of Fb significantly increased the percentage of neurons with elongating neurites compared with the control [one‐way ANOVA (*F* = 4.06, *P* = 0.0002) with the Tukey–Kramer test, *P* < 0.05], which had no co‐cultured Fb (Figure 4c). The Fb‐Epn had the highest percentage of neurons with elongating neurites, followed by Fb‐Par and Fb‐Skn; 4.7% for the control, and 24.4, 22.3 and 18.4% for the Fb‐Epn, Fb‐Par and Fb‐Skn, respectively (Figure 4d). In addition, quantification of the average length of the longest neurite showed that the neurons that had been co‐cultured with Fb‐Epn were the longest, followed by neurons co‐cultured with Fb‐Par and Fb‐Skn (Figure 4e); 4.7 μm for the control, and 44.3, 36.5 and 25.9 μm for the Fb‐Epn, Fb‐Par and Fb‐Skn, respectively.

**FIGURE 4:**
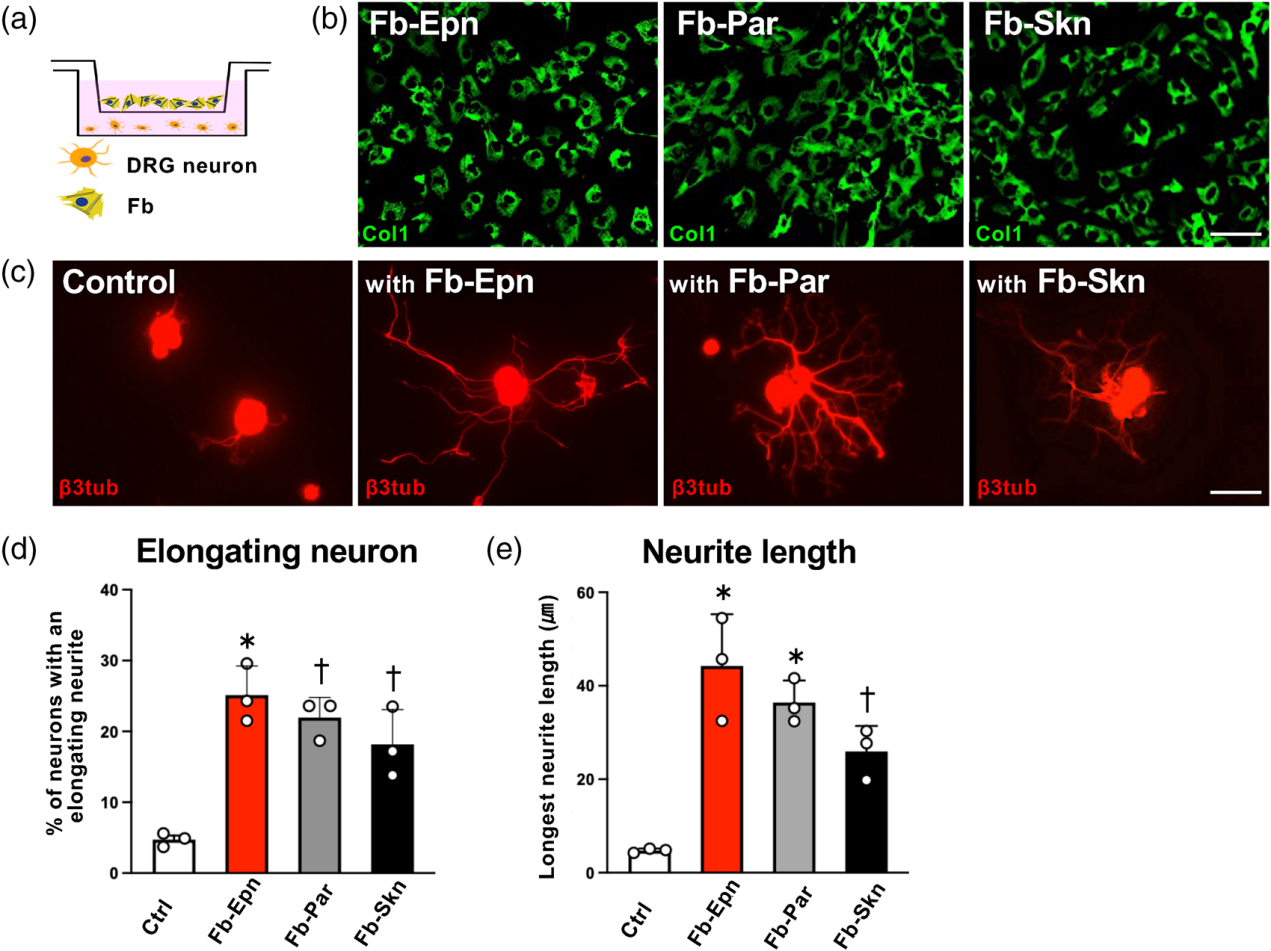
Factors secreted from the nerve‐derived fibroblasts (Fb) promoted neurite outgrowth of adult dorsal root ganglion (DRG) neurons. (a) The schematic diagram depicts DRG neurons separated from Fb in the same well. (b) Representative images of Fb cultured on an insert. The Fb were immunolabelled with type 1 collagen (Col1). Scale bar: 100 μm. (c) Representative images of DRG neurons labelled against β3‐tubulin (β3tub). Neurons co‐cultured with Fb have longer neurites than the non‐co‐cultured neurons. Scale bar: 50 μm. (d) Quantification of the percentage of DRG neurons with an elongating neurite. An individual dot indicates one well. Epineurium‐derived fibroblasts (Fb‐Epn) induced significantly more elongating neurons than any other conditions, and parenchyma‐derived fibroblasts (Fb‐Par) and skin‐derived fibroblasts (Fb‐Skn) induced more than control. *n* = 3 wells per condition. One‐way ANOVA (*F* = 4.06, *P* = 0.0002) with the Tukey–Kramer test. ^*^ *P* < 0.05 compared with others. (e) Quantification of the longest neurite of DRG neurons. An individual dot indicates one well. The Fb‐Epn and Fb‐Par induced significantly longer neurites than Fb‐Skn and control, and Fb‐Skn induced longer neurites than control. *n* = 3 wells per condition. One‐way ANOVA (*F* = 4.06, *P* = 0.0003) with the Tukey–Kramer test. ^*^ *P* < 0.05 compared with Fb‐Skn and control; ^†^ *P* < 0.05 compared with control.

When these numbers were compared with those of the preceding experiment, there was a 53, 51 and 64% reduction in Fb‐Epn, Fb‐Par and Fb‐Skn, respectively, in the neurons with elongating neurites and a 45.3, 56.0 and 45.8% reduction in Fb‐Epn, Fb‐Par and Fb‐Skn, respectively, in the longest neurite length. These findings indicate that the neurite‐promoting effect of Fb‐Epn and Fb‐Par can be attributed to soluble and cell‐surface factors to the same degree.

### 3.3 Fibroblasts show no close association with regenerating axons after PNI

Given that it was shown that Fb have the ability to promote axon regeneration, we aimed to clarify the possibility that Fb are directly involved in axon regeneration. We investigated the relationship between the positions of Fb and the regenerating axons using two injury models, namely, a crush injury and a transection injury. At 7 days after the crush injury, regenerating axons were observed in the area of Wallerian degeneration, and Fb were located mainly at the epineurium and not at all around the regenerating axons (Figure 5a,b). At 7 days after the transection injury, numerous Fb were observed at the injury site (Figure 5c), and regenerating axons were observed to be traversing the injury site (Figure 5c,d), but none of the Fb was closely associated with regenerating axons (Figure 5d). These findings suggest that, although cell‐surface factors that are expressed by Fb have the capability to promote axon regeneration, only soluble factors derived from them are available to regenerating axons after PNI.

**FIGURE 5:**
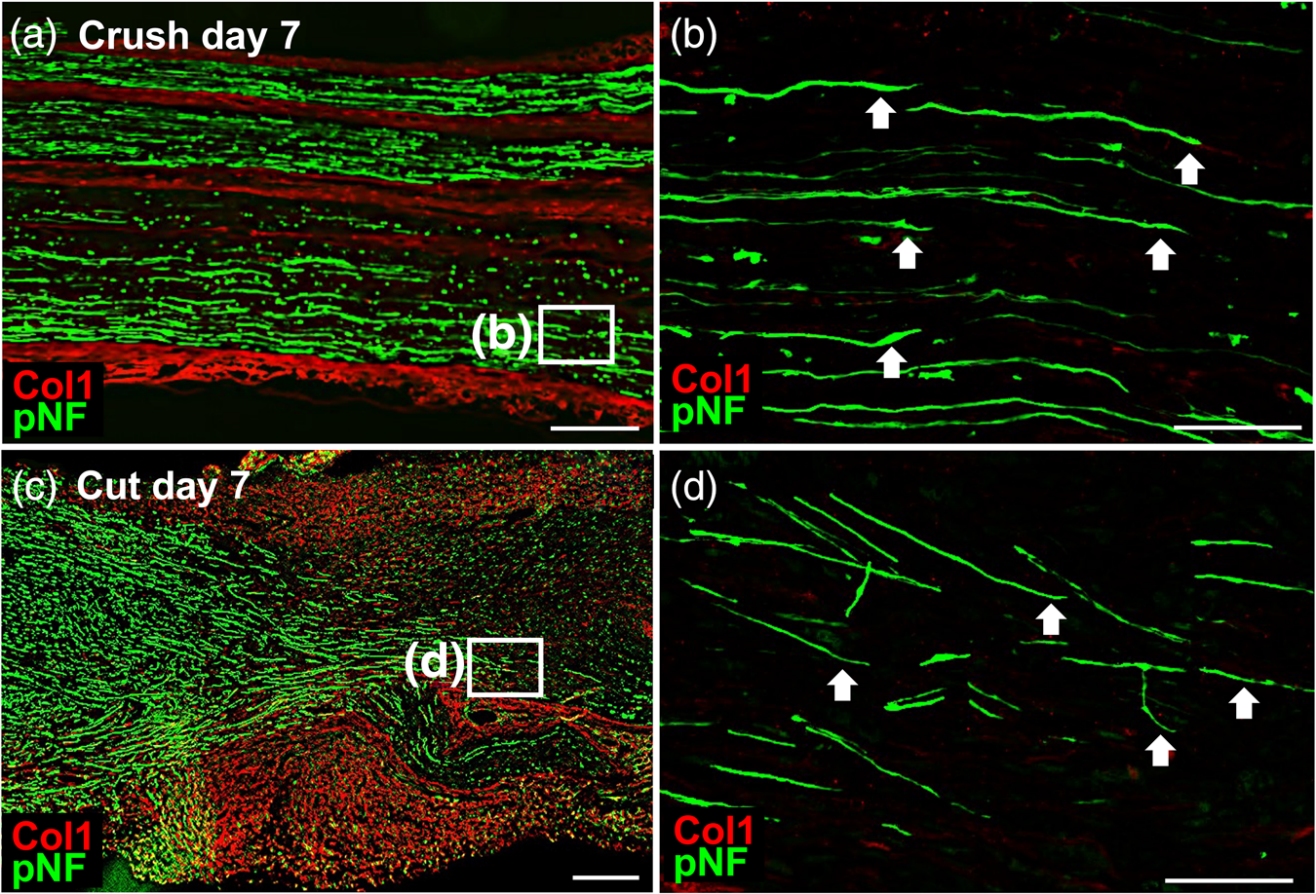
Fibroblasts (Fb) are not closely associated with regenerating axons after peripheral nerve injury. (a) Representative low‐magnification image of a longitudinal section of rat sciatic nerve at 7 days after a crush injury, 1.8 mm distal to the injury site. Left is proximal. Double immunolabelling with type 1 collagen (Col1) and pan‐neurofilament (pNF) shows Fb and regenerating axons. Scale bar: 300 μm. (b) The magnified image of the boxed area in (a). Arrows indicate tips of regenerating axons. No immunoreactivity for Col1 was observed, indicating the absence of a close association of Fb with regenerating axons. Scale bar: 50 μm. (c) Representative low‐magnification image of injury site in a longitudinal section of rat sciatic nerve at 7 days after a transection injury. Left is proximal. Double immunolabelling with Col1 and pNF shows many accumulating Fb and regenerating axons. Scale bar: 300 μm. (d) The magnified image of the boxed area in (c). Arrows indicate tips of regenerating axons. No immunoreactivity for Col1 was observed, indicating the absence of a close association of Fb with regenerating axons. Scale bar: 50 μm.

### 3.4 Molecular profiles of the three types of Fb are distinctly different

To explore the molecular mechanism underlying the neurite outgrowth‐promoting effects of Fb, we performed RNA sequence analysis on Fb. 

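RNA sequencing covered 9 libraries, with 3 samples each of Fb-Epn, Fb-Par and Fb-Skn. Fb-Epn and Fb-Par were separated from the sciatic nerves of 2 male rats, and Fb-Skn came from the abdominal skin of 1 other male rat, all at 10 weeks of age. The cells had undergone 1 passage. With these numbers of rats the 3 samples of a type cannot be 3 separate animals, and the paper's text does not state whether they were separate cultures or repeats, so each SD below is the SD between samples. Poly(A) RNA was made into directional libraries, and the authors trimmed the paired-end reads of 150 bp and aligned them to the rat genome rn6. The authors deposited raw counts, TPM and FPKM for 32883 genes with Ensembl identifiers. Total counts per library ranged from 10084584 to 12310506, with medians of 10983249 in Fb-Epn, 10904060 in Fb-Par and 10124043 in Fb-Skn. The 10 genes with the most counts took 13.2% to 16.5% of a library. The deposited TPM were used as they stand, and each equals the count divided by 1 length per gene and scaled to a fixed sum. Differences between types were tested on the counts with edgeR's quasi-likelihood test after TMM normalization, in 1 model of all 9 libraries. The default expression filter of edgeR left 13273 genes to test. DE genes were those with a Benjamini-Hochberg adjusted p under 0.01 and a log2 fold change above 2 or below -2. The common coefficient of variation between samples of a type was 8.25%. With 3 samples per type, an exact two-sided permutation test of a single gene cannot give a p under 0.10. Tissue, rat and body site change together between the nerve-derived types and Fb-Skn, so no value here separates them.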

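Between Fb-Epn and Fb-Skn, 5830 of the tested genes had an adjusted p under 0.01. Of these genes, 3052 were higher and 2778 were lower in Fb-Epn, a split that depends on the scaling. A further requirement of a more than 4-fold change left 1120 DE genes, of which 826 were upregulated and 294 were downregulated in Fb-Epn. With each library left out in turn, 5178 to 5829 genes passed the adjusted p and 1121 to 1189 were DE genes. When edgeR tested each change against a log2 fold change of 2, 633 genes passed the adjusted p. Among the tests for any change, that number moved most when the q statistic of Table 1, above 10.62 on TPM, replaced the count model. It was then 2882 over all genes, and 2810 over genes with a mean TPM above 0 in both types, a restriction chosen after seeing the data. The number of DE genes moved most, to 319, when at least 10 counts were required in every library. That filter drops every gene that is off in 1 type, whatever its change, so a fall is built in. Of the 319 genes, 315 were also DE genes in the main model. By edgeR's estimate, the 3 upregulated DE genes with the largest change were *Sox10*, *Erbb3* and *Qprt*, all with 0 counts in every Fb-Skn library. *Sox10* (ENSRNOG00000011305) lies on chromosome 7 of rn6 from 120393254 to 120403523. Its TPM was 14.5 ± 0.596 (SD, n = 3) in Fb-Epn, with 211 to 258 counts per library, and it was at least 64.0-fold higher than the floor of 3 counts in Fb-Skn (adjusted p = 8.4e-12, edgeR). *Sox10* and *Erbb3* belong to the 7 Schwann cell markers that were DE genes in this comparison. By the same estimate, the 3 downregulated DE genes with the largest change were *Chrm2*, *Alkal1* and *Hoxb9*, all with 0 counts in every Fb-Epn library. *Chrm2* (ENSRNOG00000046972, chromosome 4, 64088900 to 64091090) had a TPM of 18.6 ± 1.695 (SD, n = 3) in Fb-Skn and was at least 75.3-fold lower in Fb-Epn (adjusted p = 3.9e-09, edgeR). The order by lower bound is another, since *Irx1* was at least 292-fold lower in Fb-Epn.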

A comparison of the gene expressions revealed that the transcriptional expression levels were significantly different in 2811 genes (*P* < 0.01) between Fb‐Epn and Fb‐Skn and that 753 genes were changed by >4‐fold (*P* < 0.01; Figure 6a). Between Fb‐Epn and Fb‐Par, the expression levels of 2681 genes were significantly different (*P* < 0.01), and 652 genes were changed by >4‐fold (*P* < 0.01; Figure 6b). 

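In the edgeR test of Fb-Epn against Fb-Par, 5145 genes had an adjusted p under 0.01, of which 2676 were higher and 2469 were lower in Fb-Epn. Of these, 860 were DE genes, with 543 upregulated and 317 downregulated in Fb-Epn. Leaving out each library in turn gave 4449 to 5220 genes and 854 to 903 DE genes. By edgeR's estimate, the upregulated DE genes with the largest change were *Wfdc18*, *Ccl20* and *Crabp1*, each with at most 1 count in any Fb-Par library. *Ccl20* (ENSRNOG00000015992), which encodes a chemokine, lies on chromosome 9 of rn6 from 88918433 to 88921001. Its TPM was 77.0 ± 3.61 (SD, n = 3) in Fb-Epn and 0.0849 ± 0.147 (SD, n = 3) in Fb-Par, at least 96.2-fold higher in Fb-Epn (adjusted p = 1.9e-12, edgeR). By the same estimate, the downregulated ones were *Col9a1*, *Htr1f* and *RGD1305645*. *Col9a1* (ENSRNOG00000012920, chromosome 9, 30419001 to 30502298) had a TPM of 24.5 ± 1.11 (SD, n = 3) in Fb-Par and 0.0174 ± 0.0302 (SD, n = 3) in Fb-Epn. It was at least 155-fold lower in Fb-Epn (adjusted p = 1.2e-12, edgeR), while the lower bound for *Htr1f* was only 10.6-fold.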

Heat maps of the hierarchical clustering of gene expressions also showed an apparent difference in gene expression profiles between the groups, and a high degree of similarity between samples was observed within the same groups (Figure 6b). These findings clearly indicate that the molecular profiles of these three Fb are distinctly different.

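The similarity of the libraries was measured as Pearson's r of log2(TPM + 1) across the tested genes, which are not independent replicates. Within a type, r ranged from 0.9886 to 0.9891 in Fb-Epn, from 0.9873 to 0.9877 in Fb-Par and from 0.9895 to 0.9899 in Fb-Skn. Between types, r ranged from 0.928 to 0.931 for Fb-Epn with Fb-Par, from 0.918 to 0.920 for Fb-Epn with Fb-Skn and from 0.910 to 0.913 for Fb-Par with Fb-Skn. Every pair of libraries of 1 type had a higher r than every pair of libraries of different types. Hierarchical clustering with complete linkage placed all 9 libraries with their own type and joined Fb-Epn with Fb-Par before Fb-Skn. The alternative that moved r most used only the 1000 most variable genes, with a lowest r of 0.929 within a type and a highest r of 0.577 between types.

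**Figure D1:**
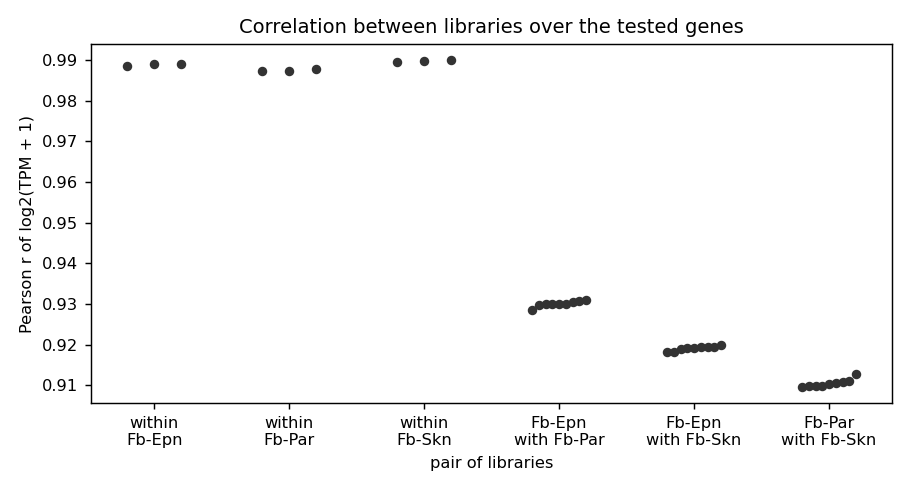
Pearson's r of log2(TPM + 1) across the tested genes for each pair of libraries, with 1 point per pair. The vertical axis is r, which starts above 0, and the horizontal axis groups the pairs by type. The pairs within a type lie between 0.9873 and 0.9899 and the pairs between types between 0.910 and 0.931.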

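Fb-Par and Fb-Skn, compared in the same edgeR model, had 6052 genes with an adjusted p under 0.01. Their split into 3077 higher and 2975 lower in Fb-Par depends on the scaling. Of the 6052 genes, 1133 were DE genes, with 778 upregulated and 355 downregulated in Fb-Par. Across the 9 models that each left out 1 library, 5370 to 5989 genes passed the adjusted p and 1132 to 1189 were DE genes. By edgeR's estimate, the upregulated DE genes with the largest change were *C7*, *Reln* and *Sox10*, with 0 counts in every Fb-Skn library. *C7* (ENSRNOG00000061379, chromosome 2, 54709138 to 54777729 of rn6) had a TPM of 78.0 ± 3.31 (SD, n = 3) in Fb-Par and was at least 285-fold higher than the floor in Fb-Skn (adjusted p = 1.1e-13, edgeR). By the same estimate, the downregulated ones were *Irx1*, *Crabp1* and *Chrm2*, with 0 counts in every Fb-Par library. *Irx1* (ENSRNOG00000033609, chromosome 1, 33910912 to 33916741) had a TPM of 67.4 ± 1.77 (SD, n = 3) in Fb-Skn and was at least 277-fold lower in Fb-Par (adjusted p = 1.4e-13, edgeR).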

**FIGURE 6:**
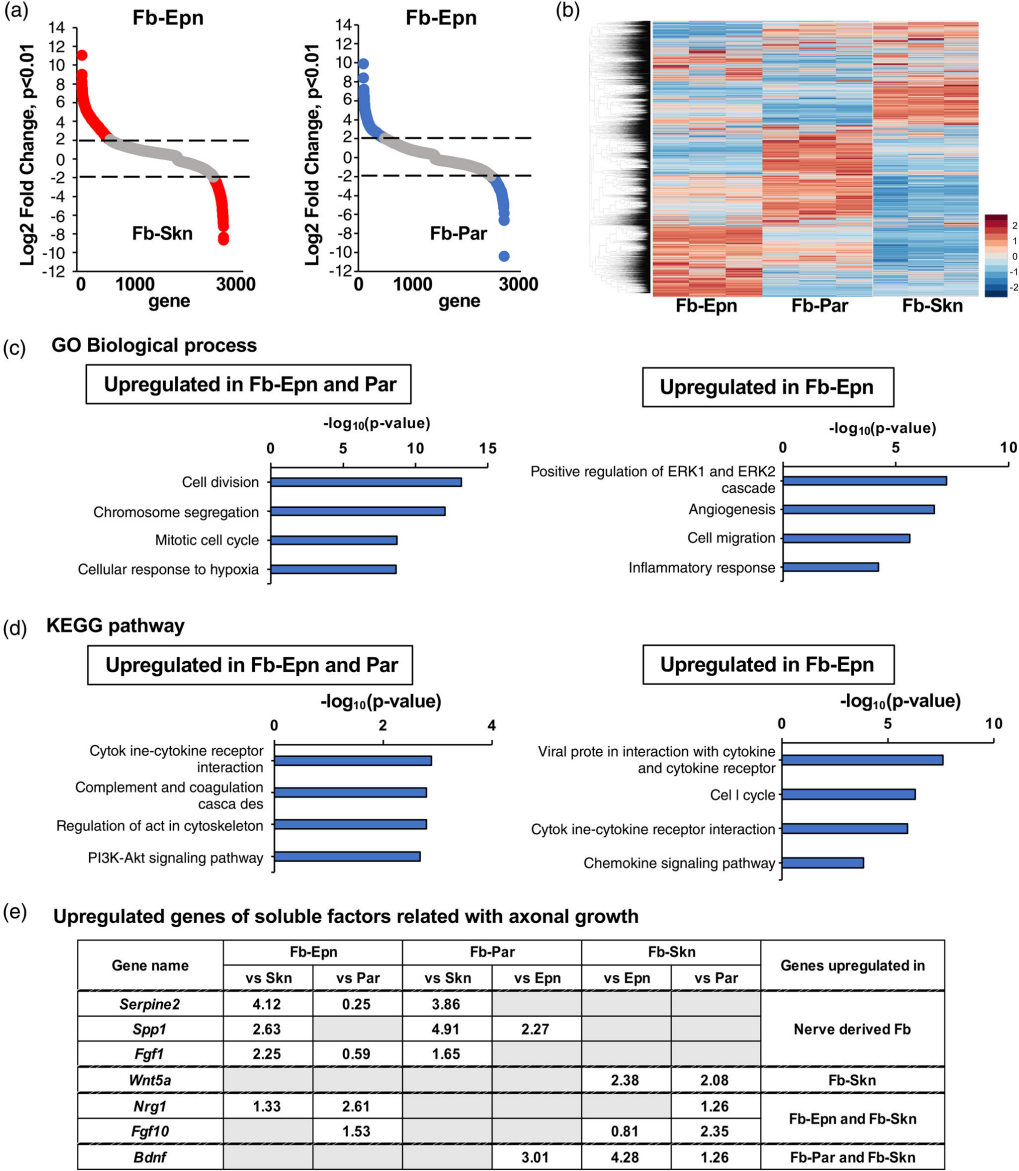
Molecular profiles of three types of fibroblasts (Fb) are distinctly different. (a) Scatterplot analysis of genes with significantly upregulated or downregulated expression in epineurium‐derived fibroblasts (Fb‐Epn) and parenchyma‐derived fibroblasts (Fb‐Par), and in Fb‐Epn and skin‐derived fibroblasts (Fb‐Skn). Red and blue circles indicate genes with log_2_ fold change >2 and <−2. Transcriptional expression levels of Fb‐Epn were significantly different from those of Fb‐Skn and Fb‐Par, at 2811 and 2681 genes, respectively (*P* < 0.01), and changed >4‐fold from those of Fb‐Skn and Fb‐Par, at 753 and 652 genes, respectively (*P* < 0.01). *n* = 3 samples per group. (b) Heatmap of gene expressions in Fb‐Epn, Fb‐Par and Fb‐Skn. Red and blue indicate the highest and lowest respective relative levels of gene expressions. (c) Top four enriched gene ontology (GO) terms of biological processes. The left panel shows GO analysis performed for 196 genes significantly upregulated in Fb‐Epn and Par‐Fb relative to Fb‐Skn. The right panel shows 403 genes that are significantly upregulated in Fb‐Epn relative to Fb‐Par. The horizontal axis shows −log_10_ (*P*‐value). (d) Top four KEGG pathway analysis terms. The same gene sets were used as in (c). The left panel shows the analysis of genes significantly upregulated in Fb‐Epn and Fb‐Par relative to Fb‐Skn. The right panel shows the analysis of genes significantly upregulated in Fb‐Epn relative to Fb‐Par. The horizontal axis shows −log_10_ (*P*‐value). (e) Seven genes were identified as differentially expressed (DE) genes upregulated in specific Fb among 29 genes of soluble factors known to be related to axonal growth (Table 1). Genes with a *P*‐value < 0.01 and a log_2_ fold change >2 were defined as DE genes. The log_2_ ratio of gene expression to another Fb is listed.

GO analyses were performed on 196 genes that were significantly upregulated in both Fb‐Epn and Fb‐Par (nerve‐derived Fb) relative to Fb‐Skn (*P* < 0.01), and cell proliferation‐related terms, such as cell division, chromosome segregation and mitotic cell cycle, were identified in nerve tissue‐derived Fb (Figure 6c, left panel), suggesting that these cells have greater proliferative properties. 

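In edgeR, 492 DE genes were higher in both Fb-Epn and Fb-Par than in Fb-Skn. With each library left out in turn this number was 470 to 491, and over all alternatives it ranged from 109, with at least 10 counts required in every library, to 1772, with no fold-change threshold. The biological process terms listed with the deposited genes were tested with Fisher's exact test (one-sided) against the 10640 tested genes that carry a term. Of the 492 genes, 424 carried a term. Cell division was carried by 1 gene where 7.41 were expected by chance, mitotic cell cycle by 2 where 4.34 were expected, and chromosome segregation by 0 where 2.63 were expected, with an adjusted p of 1 over 4304 terms for each (unadjusted p of 1.00, 0.94 and 1, Fisher's exact test). Cellular response to hypoxia, also in the left panel of Figure 6c, was carried by 8 genes, 1.57-fold over expectation (Fisher's exact test, unadjusted p = 0.14, adjusted p = 1). In all, 42 terms had an adjusted p under 0.05, led by cell surface receptor signaling pathway with 17 genes, 5.33-fold over expectation (Fisher's exact test, adjusted p = 5.1e-05). Hand-written gene sets were tested with camera of limma, which sets a gene set against all other tested genes, with adjustment over 54 set comparisons. Of these comparisons 35 had an adjusted p under 0.05. The 9 libraries form 36 groupings into 3 groups of 3 that keep libraries of the same replicate number apart. Of these groupings 3, the real one included, gave at least as many, and the median of the others was 24. The camera p-values here and below therefore do not tell how rarely another grouping would give as small a value. In Fb-Epn against Fb-Skn, the S phase set of 42 genes had a mean log2 fold change of 1.08 with 41 genes higher (adjusted p = 2.9e-04, camera). The G2 and M phase set of 51 genes had a mean log2 fold change of 0.74 with 46 genes higher (adjusted p = 7.9e-05, camera). In Fb-Par against Fb-Skn, the S phase set had a mean log2 fold change of -0.32 with 10 genes higher (adjusted p = 0.22, camera). The fry rotation test of limma put it past 0.05 (adjusted p = 9.6e-06), without a recorded direction. The G2 and M phase set had a mean log2 fold change of -1.05 with 6 genes higher in Fb-Par (adjusted p = 5.6e-06, camera). The hypoxia set of 25 genes had a mean log2 fold change of 0.86 in Fb-Epn with 23 genes higher (adjusted p = 9.8e-13, camera) and of -0.50 in Fb-Par with 6 genes higher (adjusted p = 1.4e-04, camera), both against Fb-Skn. With the correlation between genes estimated per set, the latter had an adjusted p of 0.061.

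**Figure D2:**
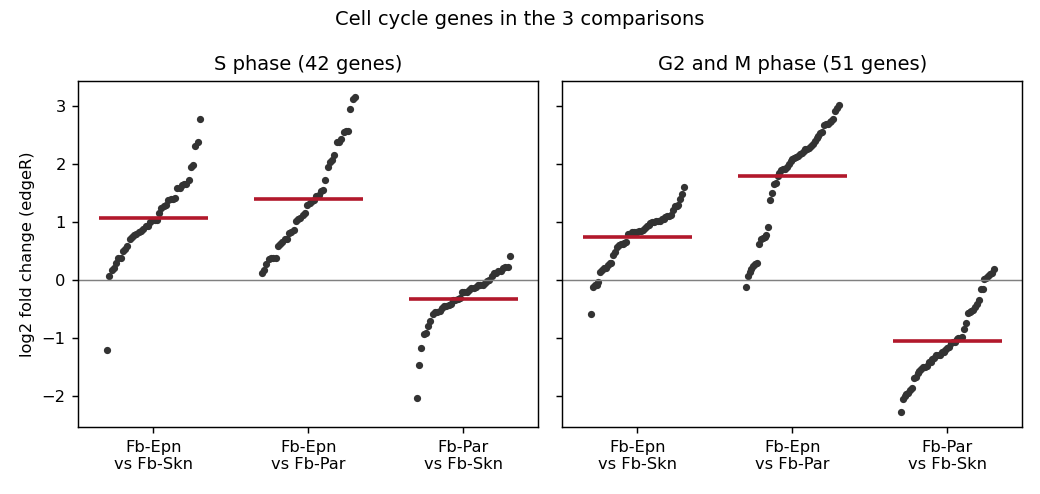
Log2 fold changes (edgeR) of the 42 S phase genes and the 51 G2 and M phase genes in the 3 comparisons of Fb types, with 1 point per gene and a red line at the mean. The means are 1.08 and 0.74 in Fb-Epn against Fb-Skn, and -0.32 and -1.05 in Fb-Par against Fb-Skn.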

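KEGG pathway tables were not used here, and gene sets for complement and coagulation, chemokine ligands, and interleukins with their receptors stand in for the pathways of complement and of cytokines. The complement and coagulation set of 38 genes had a mean log2 fold change of 2.06 in Fb-Epn against Fb-Skn with 29 genes higher (adjusted p = 2.6e-07, camera of limma). In Fb-Par against Fb-Skn it had a mean log2 fold change of 1.31 with 25 genes higher (adjusted p = 0.014, camera), and with at least 10 counts required in every library its adjusted p was 0.067. The chemokine ligand set of 16 genes had a mean log2 fold change of 3.27 in Fb-Epn with 15 genes higher (adjusted p = 9.0e-14, camera). In Fb-Par its mean log2 fold change was -0.82 with 7 genes higher (adjusted p = 0.45, camera). The set of 37 interleukins and interleukin receptors had a mean log2 fold change of 0.58 in Fb-Epn with 21 genes higher (adjusted p = 4.4e-04, camera). In Fb-Par its mean log2 fold change was -0.41 with 16 genes higher (adjusted p = 0.79, camera). The fry rotation test does not set a gene set against all other tested genes. For Fb-Par it gave an adjusted p of 4.4e-04 for chemokine ligands and 0.0086 for interleukins, without a recorded direction. With at least 10 counts required in every library, which can take genes out of a set, the interleukin set turned to slightly higher in Fb-Par. The shift was 0.07 on the log2 scale over the mean of all tested genes. On the same scale the chemokine ligand set ranged from -0.960 to -0.069 in Fb-Par over 16 alternatives, so its lower value nearly vanished in 1 of them.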

KEGG analyses revealed an increase in cytokine–cytokine receptor interactions and complement and coagulation cascades in the nerve‐derived Fb (Figure 6d, left panel), suggesting that they function in the maintenance and regulation of homeostasis and the mobilization of inflammatory cells, both of which potentially have important roles in axon regeneration and the repair process after PNI (Bajic et al., 2015; Siqueira Mietto et al., 2015; Turner et al., 2014).

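Of the DE genes higher in Fb-Epn than in Fb-Par, 468 carried a biological process term. Inflammatory response was carried by 29 of them where 7.79 were expected by chance, 3.72-fold over expectation (Fisher's exact test, one-sided, adjusted p = 5.6e-07). Angiogenesis was carried by 18 genes, 2.48-fold over expectation (Fisher's exact test, adjusted p = 0.018). Cell migration was carried by 16 genes, 1.60-fold over expectation (Fisher's exact test, unadjusted p = 0.044, adjusted p = 0.40). Positive regulation of the ERK1 and ERK2 cascade was carried by 18 genes, 2.71-fold over expectation (Fisher's exact test, adjusted p = 0.0089). With the list made by q on TPM among genes with a mean TPM above 0 in both types, which was chosen after seeing the data, angiogenesis had an adjusted p of 0.093 and the ERK1 and ERK2 term one of 0.052 (Fisher's exact test). In all, 148 terms had an adjusted p under 0.05, led by neutrophil chemotaxis with 18 genes, 9.74-fold over expectation (Fisher's exact test, adjusted p = 1.6e-10). The angiogenesis set of 34 genes had a mean log2 fold change of 0.72 in Fb-Epn against Fb-Par with 22 genes higher (adjusted p = 6.7e-11, camera).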

Another GO analysis was performed on 403 genes that were significantly upregulated in Fb‐Epn relative to Fb‐Par (*P* < 0.01), and angiogenesis, cell migration and inflammatory responses were identified (Figure 6c, right panel), suggesting that Fb‐Epn function for angiogenesis by migrating and supporting inflammation. A KEGG analysis identified cell cycle, cytokine–cytokine receptor interactions and chemokine signalling pathways in Fb‐Epn, suggesting that Fb‐Epn might be involved in an injury response by inducing the production of immune cells (Thelen & Stein, 2008) and regulating the inflammatory response.

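In Fb-Epn against Fb-Par, the S phase set had a mean log2 fold change of 1.40 with 42 of 42 genes higher in Fb-Epn (adjusted p = 6.7e-08, camera). The G2 and M phase set had a mean log2 fold change of 1.79 with 50 of 51 genes higher (adjusted p = 1.5e-20, camera). The chemokine ligand set had a mean log2 fold change of 4.09 with 14 of 16 genes higher (adjusted p = 1.1e-18, camera). The interleukin and receptor set had a mean log2 fold change of 0.99 with 29 of 37 genes higher (adjusted p = 5.6e-06, camera). Complement and coagulation had a mean log2 fold change of 0.75 with 24 of 38 genes higher (adjusted p = 0.022, camera), and an adjusted p of 0.052 with the correlation between genes estimated per set.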

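The 29 soluble factors include *Bdnf*, *Fgf1*, *Fgf2*, *Fgf9*, *Fgf10*, *Gdnf*, *Hgf*, *Nrg1*, *Nrg4*, *Ptn*, *Serpine2*, *Spp1* and *Wnt5a*. *Fgf2* and *Nrg4* overlap a gene on the opposite strand, *Nudt6* and *Fbxo22*, and the paper's text does not name how strand entered the counting. In edgeR, 22 of the 29 had enough counts to be tested. An adjusted p under 0.01 over all tested genes was reached by 15 factors in Fb-Epn against Fb-Skn, by 15 in Fb-Epn against Fb-Par and by 16 in Fb-Par against Fb-Skn. With the adjustment over the 22 tested factors alone, these numbers were 15, 17 and 17. Of the factors past the adjusted p over all tested genes, 9 were higher in Fb-Epn than in Fb-Skn, 10 were higher in Fb-Epn than in Fb-Par, and 7 were higher in Fb-Par than in Fb-Skn.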

Given that soluble factors from Fb promoted neurite outgrowth (Figure 4d,e) and could contribute to axon regeneration after PNI, gene expressions of 29 soluble factors known to be related with axonal growth were investigated (Table 1). 

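By the adjusted p and the log2 fold change together, 11 of the soluble factors were DE genes in at least 1 comparison. These were *Bdnf*, *Fgf1*, *Ptn*, *Serpine2*, *Spp1* and *Wnt5a* between Fb-Epn and Fb-Skn, *Bdnf*, *Fgf9*, *Hgf*, *Nrg1* and *Spp1* between Fb-Epn and Fb-Par, and *Fgf10*, *Gdnf*, *Hgf*, *Serpine2*, *Spp1* and *Wnt5a* between Fb-Par and Fb-Skn. With each library left out in turn, 9 to 11 factors were DE genes. The number moved most, to 6, when edgeR tested each change against a log2 fold change of 2. *Fgf9*, *Gdnf*, *Hgf* and *Ptn* were DE genes at low expression. *Fgf9* had a TPM of 2.56 ± 0.625 (SD, n = 3) in Fb-Epn and 0.552 ± 0.207 (SD, n = 3) in Fb-Par. *Hgf* had a TPM of 1.46 ± 0.349 (SD, n = 3) in Fb-Epn and 0.153 ± 0.0820 (SD, n = 3) in Fb-Par. *Gdnf* had a TPM of 1.55 ± 0.921 (SD, n = 3) in Fb-Par and 6.14 ± 3.12 (SD, n = 3) in Fb-Skn. *Ptn* had a TPM of 4.06 ± 0.581 (SD, n = 3) in Fb-Epn and at most 2 counts in any Fb-Skn library, at least 7.73-fold higher in Fb-Epn (adjusted p = 1.1e-04, edgeR).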

Among them, seven genes were identified as DE genes upregulated in specific Fb (Figure 6e). 

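*Serpine2* (ENSRNOG00000015461) lies on chromosome 9 of rn6 from 85560863 to 85626094. Its TPM was 94.1 ± 4.74 (SD, n = 3) in Fb-Epn, 78.6 ± 4.98 (SD, n = 3) in Fb-Par and 5.41 ± 0.807 (SD, n = 3) in Fb-Skn. Against Fb-Skn, the log2 fold change was 3.99 in Fb-Epn (standard error 0.092, adjusted p = 5.6e-14, edgeR) and 3.72 in Fb-Par (standard error 0.093, adjusted p = 1.1e-13). *Spp1* (ENSRNOG00000043451, chromosome 14, 6673686 to 6679901) had a TPM of 443.1 ± 5.95 (SD, n = 3) in Fb-Epn, 2149 ± 65.6 (SD, n = 3) in Fb-Par and 71.1 ± 3.21 (SD, n = 3) in Fb-Skn. Its log2 fold change against Fb-Skn was 2.50 in Fb-Epn (standard error 0.038, adjusted p = 5.5e-16, edgeR) and 4.77 in Fb-Par (standard error 0.039, adjusted p = 1.2e-18). *Fgf1* (ENSRNOG00000013867, chromosome 18, 32273770 to 32359824) had a TPM of 8.71 ± 0.163 (SD, n = 3) in Fb-Epn, 5.75 ± 0.485 (SD, n = 3) in Fb-Par and 1.83 ± 0.595 (SD, n = 3) in Fb-Skn. Its log2 fold change against Fb-Skn was 2.12 in Fb-Epn (standard error 0.17, adjusted p = 8.6e-08, edgeR) and 1.51 in Fb-Par (standard error 0.18, adjusted p = 4.0e-06), the latter under the DE threshold of 2. With each library left out in turn, the log2 fold change of *Fgf1* in Fb-Epn ranged from 1.96 to 2.40. For all 3 genes, every library of each nerve-derived type was above every Fb-Skn library.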

*Serpine2* (Becerra et al., 1995; Guenther et al., 1985), *Spp1* (Wright et al., 2014) and *Fgf1* (Hossain & Morest, 2000; Lin et al., 2009) were upregulated in peripheral nerve‐derived Fb. 

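Between Fb-Epn and Fb-Par, *Serpine2* had a log2 fold change of 0.27 (standard error 0.066, adjusted p = 0.0034, edgeR) and *Fgf1* one of 0.61 (standard error 0.15, adjusted p = 0.0037, edgeR). For both genes every Fb-Epn library was above every Fb-Par library. The adjusted p rose above 0.01 in some of the models that each left out 1 library, with a highest value of 0.019 for *Serpine2* and 0.018 for *Fgf1*. With limma on log2(TPM + 1) in place of the counts, the adjusted p was 0.045 for *Serpine2* and 0.014 for *Fgf1*. The studentized range q on TPM was 6.71 for *Serpine2* and 11.3 for *Fgf1*.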

Especially, *Serpine2* and *Fgf1* were expressed at higher levels in Fb‐Epn than in Fb‐Par. 

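*Wnt5a* (ENSRNOG00000015618) lies on chromosome 16 of rn6 from 4469468 to 4489860. Its TPM was 45.3 ± 3.40 (SD, n = 3) in Fb-Skn, 8.65 ± 0.435 (SD, n = 3) in Fb-Epn and 10.7 ± 0.9903 (SD, n = 3) in Fb-Par. Its log2 fold change was -2.53 in Fb-Epn against Fb-Skn (standard error 0.076, adjusted p = 1.0e-12, edgeR) and -2.23 in Fb-Par against Fb-Skn (standard error 0.074, adjusted p = 3.0e-12, edgeR).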

Fb‐Skn upregulated *Wnt5a* (Yang et al., 2011). *Nrg1* and *Fgf10* were upregulated in Fb‐Epn and Fb‐Skn. 

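*Nrg1* (ENSRNOG00000010392, chromosome 16, 63837216 to 64057434 of rn6) had a TPM of 14.7 ± 0.836 (SD, n = 3) in Fb-Epn, 2.41 ± 0.211 (SD, n = 3) in Fb-Par and 5.81 ± 0.101 (SD, n = 3) in Fb-Skn. Against Fb-Par, its log2 fold change was 2.61 in Fb-Epn (standard error 0.10, adjusted p = 2.2e-11, edgeR). In Fb-Par against Fb-Skn it was -1.42 (standard error 0.11, adjusted p = 3.9e-08, edgeR), short of the DE threshold. *Fgf10* (ENSRNOG00000012278, chromosome 2, 51672722 to 51750369) had a TPM of 25.3 ± 1.85 (SD, n = 3) in Fb-Epn, 8.70 ± 1.29 (SD, n = 3) in Fb-Par and 44.4 ± 1.15 (SD, n = 3) in Fb-Skn. Its log2 fold change was -2.497 in Fb-Par against Fb-Skn (standard error 0.090, adjusted p = 7.8e-12, edgeR) and 1.54 in Fb-Epn against Fb-Par (standard error 0.092, adjusted p = 3.2e-09, edgeR), the latter short of the DE threshold. Between Fb-Epn and Fb-Skn, *Nrg1* was higher in Fb-Epn, with a log2 fold change of 1.20, and *Fgf10* was lower in Fb-Epn, with a log2 fold change of -0.95.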

*Bdnf* (Chen et al., 2006; Davies, 2000) was upregulated the most in Fb‐Skn, followed by Fb‐Par. 

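*Bdnf* (ENSRNOG00000047466) lies on chromosome 3 of rn6 from 100768637 to 100819210. Its TPM was 14.1 ± 0.828 (SD, n = 3) in Fb-Skn, 5.89 ± 0.0717 (SD, n = 3) in Fb-Par and 0.727 ± 0.153 (SD, n = 3) in Fb-Epn, where 20 to 27 counts were recorded per library. Its log2 fold change was -4.43 in Fb-Epn against Fb-Skn (standard error 0.13, adjusted p = 6.6e-13, edgeR), -3.01 in Fb-Epn against Fb-Par (standard error 0.14, adjusted p = 1.2e-10) and -1.41 in Fb-Par against Fb-Skn (standard error 0.097, adjusted p = 1.2e-08). Every library of 1 type lay apart from every library of the others in this order.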

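*Thbs1* (ENSRNOG00000045829, chromosome 3, 109862117 to 109873466 of rn6) had a TPM of 12522 ± 114.2 (SD, n = 3) in Fb-Epn, 6602 ± 233.9 (SD, n = 3) in Fb-Par and 5960.3 ± 428.3 (SD, n = 3) in Fb-Skn. *Lgals1* (ENSRNOG00000009884, chromosome 7, 120153184 to 120156289) had a TPM of 2184 ± 98.8 (SD, n = 3) in Fb-Epn, 2957 ± 223.2 (SD, n = 3) in Fb-Par and 2815 ± 280.9 (SD, n = 3) in Fb-Skn. *Thbs1* was higher in Fb-Epn than in Fb-Skn (log2 fold change 0.93, standard error 0.034, adjusted p = 8.4e-12, edgeR). *Thbs1* and *Lgals1* did not differ between Fb-Par and Fb-Skn in edgeR, with log2 fold changes of -0.0018 (adjusted p = 0.97) and -0.08 (adjusted p = 0.35), both near 0. *Fgf4*, *Fgf8* and *Ntf3* had 0 counts in all 9 libraries. The highest TPM in any library was 0.644 for *Egf*, 0.585 for *Fgf21*, 0.560 for *Nrg4* and 0.199 for *Nrg2*. *Egf* reached at most 13 counts in a library and the others of these at most 3, too few to compare these factors between types at this depth.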

*Thbs1* (Bray et al., 2019), *Serpine1* (Parmar et al., 2002; Soeda et al., 2004) and *Lgals1* (Horie et al., 1999; McGraw et al., 2004) were expressed at high levels in all types of Fb, whereas expressions of *Egf*, *Fgf4*, *Fgf8*, *Fgf21*, *Nrg2*, *Nrg4* and *Ntf3* were not detected or found at very low levels (Table 1). These findings suggest that the neurite‐promoting effect of Fb is mediated by soluble factors that are unique to each Fb and that the superior capacity of Fb‐Epn in neurite outgrowth could be mediated by a synergetic effect of multiple soluble factors.

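From the factors that differ between types and from the factors expressed in all of them, the paper proposes that soluble factors unique to each Fb mediate the effect on neurites and that several factors acting together could account for the stronger effect of Fb-Epn.

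**Figure D3:**
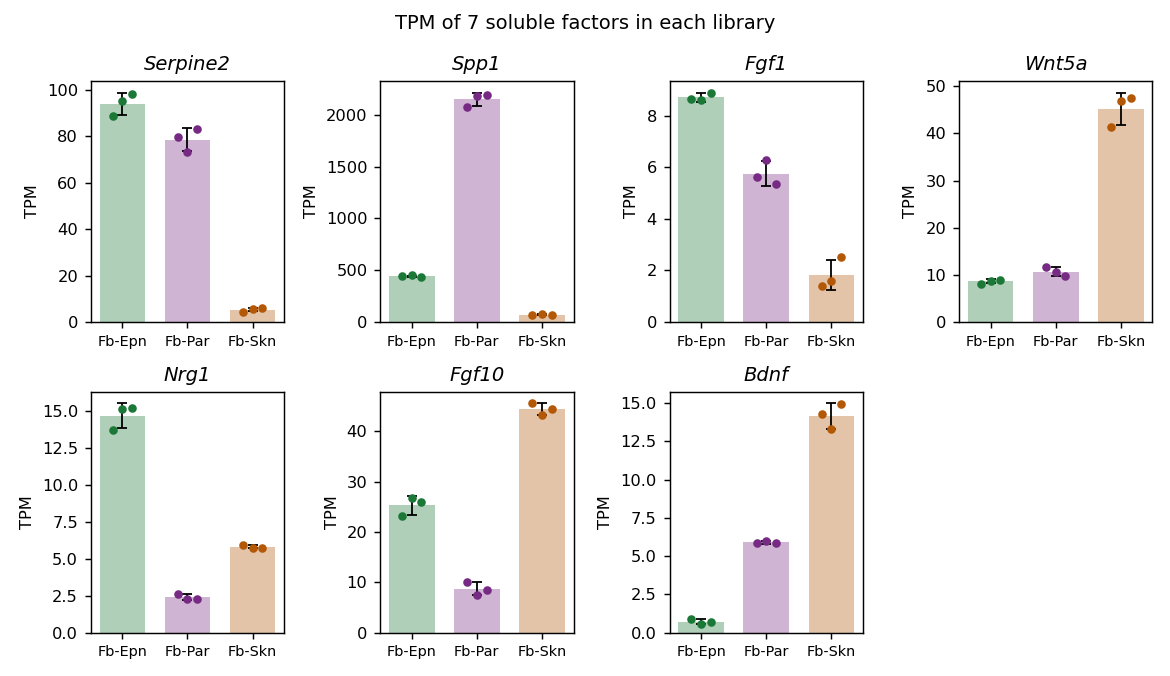
TPM of *Serpine2*, *Spp1*, *Fgf1*, *Wnt5a*, *Nrg1*, *Fgf10* and *Bdnf* in Fb-Epn, Fb-Par and Fb-Skn, with 1 point per library (n = 3 per type), bars at the mean and error bars of 1 SD. Each vertical axis is TPM and starts at 0. *Serpine2* and *Fgf1* are highest in Fb-Epn, *Spp1* in Fb-Par, *Nrg1* in Fb-Epn, and *Wnt5a*, *Fgf10* and *Bdnf* in Fb-Skn.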

**TABLE 1:** List of genes of soluble factors known to be related to axonal growth.

Gene symbol or name	Average TPM			*q* value		
	Fb‐Epn	Fb‐Par	Fb‐Skn	Fb‐Epn vs. Fb‐Par	Fb‐Epn vs. Fb‐Skn	Fb‐Par vs. Fb‐Skn
*Bdnf*	0.73	5.89	14.15	18.34	47.66	29.31
*Cntf*	9.01	7.53	3.23	3.55	13.90	10.35
*Egf*	0.24	0.35	0.23	0.94	0.13	1.07
*Fgf1*	8.71	5.75	1.83	11.31	26.30	14.98
*Fgf10*	25.29	8.70	44.43	19.64	22.66	42.30
*Fgf2*	13.32	20.12	15.56	4.33	1.42	2.91
*Fgf21*	0.00	0.00	0.42	0.00	8.63	8.63
*Fgf4*	0.00	0.00	0.00	NA	NA	NA
*Fgf8*	0.00	0.00	0.00	NA	NA	NA
*Fgf9*	2.56	0.55	1.49	7.84	4.17	3.67
*Gdnf*	3.25	1.55	6.14	1.54	2.62	4.16
*Hgf*	1.46	0.15	1.05	9.88	3.13	6.75
*Igf1*	48.32	102.88	45.71	35.69	1.71	37.40
*Lgals1*	2184.48	2957.46	2814.71	6.23	5.08	1.15
*Lif*	67.62	27.56	18.87	42.53	51.76	9.23
*Ngf*	18.22	21.65	34.54	3.73	17.75	14.02
*Nrg1*	14.69	2.41	5.81	42.45	30.69	11.76
*Nrg2*	0.04	0.07	0.02	0.59	0.47	1.06
*Nrg4*	0.26	0.07	0.14	1.64	1.07	0.58
*Ntf3*	0.00	0.00	0.00	NA	NA	NA
*Ntf4*	2.37	1.78	1.38	2.27	3.81	1.54
Osteopontin	443.14	2149.31	71.15	77.57	16.91	94.48
Pleiotrophin	4.06	1.25	0.15	6.78	9.42	2.64
*Serpine1*	4083.61	2338.29	1893.87	54.59	68.49	13.90
*Serpine2*	94.10	78.60	5.41	6.71	38.41	31.70
*Tgfb1*	131.31	142.24	119.29	2.12	2.33	4.45
*Thbs1*	12522.50	6601.84	5960.27	35.44	39.28	3.84
*Vegfa*	314.44	101.42	307.38	74.06	2.45	71.60
*Wnt5a*	8.65	10.69	45.28	1.72	30.80	29.08

Abbreviations: Fb‐Epn, epineurium‐derived fibroblasts; NA, not assessed; Fb‐Par, parenchyma‐derived fibroblasts; Fb‐Skn, skin‐derived fibroblasts; TPM, transcripts per kilobase million.

*Note*: The average TPM of each Fb and *q* value are summarized. One‐way ANOVA (*F* = 5.14, *P* < 0.01) with the Tukey–Kramer test. A value of *q* > 10.62 means that there is a statistical difference (*P* < 0.01).

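The mean TPM and the q of each factor were recomputed from the deposited TPM. All 87 means and all 78 q equalled the paper's values in Table 1 to 2 decimals. For 3 groups, a probability of 0.99 and 3 degrees of freedom, the studentized range is 10.6, and for the 6 degrees of freedom of 9 libraries in 3 groups it is 6.33. The 0.95 quantile of F for 3 groups and 6 degrees of freedom is 5.14, and the 0.99 quantile is 10.9. With q above 10.62, 12 factors differed between Fb-Epn and Fb-Skn, 10 between Fb-Epn and Fb-Par and 11 between Fb-Par and Fb-Skn. With q above 6.33 these numbers were 14, 14 and 15.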

Finally, to explore a shared mechanism among Fb for axonal growth, genes of soluble factors were listed from the top 100 genes highly expressed in each Fb (Table 2). 

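All genes were ranked by mean TPM over the 3 libraries of a type. The gene ranked 100 had a TPM of 1339.9 in Fb-Epn, 1282 in Fb-Par and 1448 in Fb-Skn. Table 2 names 26 genes for Fb-Epn, 31 for Fb-Par and 23 for Fb-Skn, which make 42 different genes. Each of them was within the top 100 of the type it is listed for, in the order of its mean TPM. The top 100 of all 3 types shared 72 genes, soluble factors or not. *Col1a1* ranked 1 in Fb-Epn, 3 in Fb-Par and 1 in Fb-Skn. *Fn1*, *Fth1*, *Igfbp7*, *Timp1* and *Fbn1* of this list overlap a gene on the opposite strand. For *Fth1* the median count per library was 15577 and that of the overlapping *Best1* was 15588, nearly equal counts for 2 genes that lie on opposite strands. The others went the other way, with far fewer counts for the overlapping gene. The medians were 163389 and 3951 for *Fn1*, 5511 and 1058 for *Igfbp7* with *Polr2b*, 3361 and 34 for *Timp1*, and 27420 and 639 for *Fbn1*.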

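The 15 genes marked in Table 2 as listed for all types were all within the top 100 of Fb-Epn, Fb-Par and Fb-Skn. *Ccn1*, which is not marked, ranked 46, 85 and 81 in these types, so 16 of the listed genes were within the top 100 of all types. Over the alternatives, 13 to 15 of the marked genes were within the top 100 of all types, with 13 when edgeR's CPM, which has no length correction, replaced TPM. *Thbs1* ranked 4 in Fb-Epn, 9 in Fb-Par and 12 in Fb-Skn. *Lgals1* ranked 42, 27 and 29, in the same order of types.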

Out of 29 genes listed in total, 15 genes, including *Thbs1*, *Serpine1* and *Lgals1*, were shared among all types of Fb, suggesting that these factors might have the capability to stimulate neurite outgrowth of adult DRG neurons directly or cooperatively with other soluble factors.

**TABLE 2:** List of soluble factor genes ranked within the top 100 highly upregulated genes in each Fb type.

Fb‐Epn	Fb‐Par	Fb‐Skn
*Col1a1* *	*Col1a1* *	*Col1a1* *
*Col3a1* *	*Mgp*	*Ccn2* *
*Thbs1* *	*Col3a1* *	*Thbs1* *
*Ccn2* *	*Thbs1* *	*Col3a1* *
*Fn1* *	*Ccn2* *	*Bgn* *
*Bgn* *	*Fth1* *	*Col12a1*
*Serpine1* *	*Bgn* *	*Col5a2* *
*Ccdc80* *	*Fn1* *	*Lgals1* *
*Fth1* *	*Col4a1*	*Fstl1* *
*Col5a2* *	*Fstl1* *	*Fth1* *
*Il1rl1*	*Lgals1* *	*Fn1* *
*Fbln2*	*Dcn*	*Ccdc80* *
*Lgals1* *	*Col4a2*	*Timp2* *
*Ccn1*	*Ccdc80* *	*Thbs2*
*Mgp*	*Serpine1* *	*Ppia* *
*Timp1*	*Col6a1*	*Serpine1* *
*Fstl1* *	*Col5a2* *	*Fbln2*
*F3*	*Txn1*	*Pcolce*
*Ppia* *	*Spp1*	*Calu* *
*Postn*	*Postn*	*Ccn1*
*Timp2* *	*Timp2* *	*Mmp2*
*Calr*	*Wfdc1*	*Calr*
*Txn1*	*Ctsl*	*Col5a1*
*Mmp2*	*Ppia* *	
*Calu* *	*Col8a1*	
*Tnc*	*Col6a2*	
	*Pcolce*	
	*Lgfbp7*	
	*Calu* *	
	*Prss23*	
	*Fbn1*	

Abbreviations: Fb, fibroblasts; Fb‐Epn, epineurium‐derived fibroblasts; Fb‐Par, parenchyma‐derived fibroblasts; Fb‐Skn, skin‐derived fibroblasts; TPM, transcripts per kilobase million.

*Note*: Gene names are listed in order of decreasing TPM.

* A gene listed for all types of Fb.

## 4 DISCUSSION

The findings of the present study demonstrate that nerve‐derived Fb have a greater neurite‐promoting effect than that of Fb‐Skn and that Fb‐Epn stimulate neurite outgrowth more effectively than Fb‐Par. Although soluble and cell‐surface factors contributed to their neurite‐promoting effect evenly, in real circumstances after PNI, only the soluble factors from Fb are available to regenerating axons. Lastly, the molecular profiles of the three Fb were distinctly different, and the gene expression profiles of the soluble factors to promote neurite growth were unique to each Fb. These findings reveal that nerve‐derived Fb are functionally and molecularly different from skin‐derived Fb, and even in the nerve, Fb‐Epn differ from Fb‐Par in terms of the capacity for stimulating neurite outgrowth and the molecular profiles.

In the present study, nerve‐derived Fb were found to have a greater effect in terms of promoting the outgrowth of neurites in DRG neurons compared with Fb‐Skn. This superior effect can be attributed to a several fundamental anatomical facts. First, the axonal density in peripheral nerve is much higher than that in the skin. As a result, Fb functioning for axons could be present at higher levels in peripheral nerve than Fb in skin. Secondly, axons do not need to regenerate over a long distance after a skin injury, because skin is a target organ that is innervated by axons. On the contrary, axons in peripheral nerves need to regenerate over a long distance after PNI in order to reach a target organ. Therefore, axons in the skin might not need much support from neighbouring non‐neuronal cells, unlike axons in peripheral nerves. It should also be noted that, in the present study, we used an assay used for adult DRG neurons that contain numerous types of sensory neurons, because our goal was to understand the effects of Fb on PNI. If we could assess DRG neurons that are innervated exclusively in skin, it is possible that Fb‐Skn might have been found to show a greater neurite outgrowth effect than the results for the present experiment.

Generally, skin and nerves require different forms of repair after injury. When a defect is generated at the site of skin injury, Fb‐Skn secrete growth factors, such as nerve growth factor, vascular endothelial growth factor and platelet‐derived growth factor, to increase cell proliferation, stimulate the migration of vascular ECs and promote extracellular matrix production in order to fill the defect (Guerrero‐Juarez et al., 2019). In the case of PNI, a defect is also generated at the injury site, but it is subsequently filled mainly by SCs, with the support of ECs and Fb (Min et al., 2021). Axons then regenerate through the injury site by following bundles of SCs (Jessen et al., 2015) and continue to grow in the region of Wallerian degeneration, which is long, but has no tissue defect. Accordingly, the functions of Fb in the nerve after PNI appear to be different from those of Fb in the skin after an injury. Indeed, not only their neurite outgrowth‐promoting function, but also their molecular profiles were distinctly different from each other. The biological functions identified were also different. These findings support the conclusion that Fb at different anatomical locations have different functions, even in the PNS.

Given that the epineurium separates nervous parenchyma from surrounding tissues, it is reasonable to assume that the epineurium might function to prevent axons from growing ectopically and that Fb‐Epn might fail to stimulate neurite outgrowth. However, Fb‐Epn demonstrated a superior neurite‐promoting effect compared with that for Fb‐Par. This raises the possibility that Fb‐Epn could be more involved in axon regeneration than previously thought. Importantly, Fb were cultured in a damage‐signalling environment, because the Fb were prepared by enzymatic digestion and mechanical dissociation, indicating that the present investigation reflects more on injured conditions rather than a steady state. In vivo, the transection site is surrounded by abundant Fb, which could be derived from both Fb‐Epn and Fb‐Par (Figure 5c), supporting a scenario in which Fb‐Epn in an injured environment augment axonal growth at the site of the lesion.

Regarding the mechanism of axonal growth supported by Fb, soluble factors clearly showed an axon‐promoting effect. Nerve‐derived Fb upregulated three genes of soluble factors known to be related to axonal growth, namely glia‐derived nexin (GDN) (Becerra et al., 1995; Guenther et al., 1985), osteopontin (Wright et al., 2014) and Fgf1 (Hossain & Morest, 2000; Lin et al., 2009), whereas Fb‐Skn upregulated *Wnt5a* (Yang et al., 2011). Especially, Fb‐Epn upregulated genes of GDN, Fgf1 and neuregulin1 (Nrg1) significantly more than Fb‐Par and Fb‐Skn, suggesting that the superior capability of Fb‐Epn for neurite outgrowth might be mediated by the secretion of these factors. In PNS, GDN is secreted by SCs, DRG neurons and spinal motor neurons (Mansuy et al., 1993; Niclou et al., 1998; Schira et al., 2019). After PNI, increased expression of *Serpine2* was observed in SCs (Gill et al., 1998) and endoneurial mesenchymal cells (Kalinski et al., 2020), but the expression of *Serpine2* in epineurium is not known. Although GDN promotes neurite outgrowth of sympathetic neurons (Zurn et al., 1988) and neonatal DRG neurons (Hawkins & Seeds, 1986) and contributes to the repair processes after PNI by supporting proliferation and survival of SCs (Lino et al., 2007), its direct effect on regenerating axons remains to be determined. Fgf1 is present in almost all tissues and promotes reparative processes after injury in many organs (Dhlamini et al., 2022; Ornitz & Itoh, 2015). Furthermore, it stimulates neurite outgrowth of PC12 cells (Lin et al., 2009) and promotes axon regeneration after both spinal cord injury and PNI (Hsu et al., 2013; Li et al., 2018). Accordingly, Fgf1 appears to contribute to the effect of Fb‐Epn on neurite outgrowth of adult DRG neurons. Transmembrane Nrg1 is known to be expressed by axons during development to stimulate SCs to myelinate them (Newbern & Birchmeier, 2010). Nrg1 can stimulate neurite outgrowth of postnatal spinal motor neurons and DRG sensory neurons (Mòdol‐Caballero et al., 2018) . Although both axons and SCs express different isoforms of Nrg1 to support remyelination and axonal growth after PNI (Gambarotta et al., 2013; Stassart et al., 2013), and soluble Nrg1 is highly expressed by nerve‐derived Fb (Fornasari et al., 2020), its direct effect on regenerating axons needs to be explored further. Given that Fb‐Epn did not attract much attention as key players in the repair process after PNI, the detailed information about them is largely lacking. Future studies need to clarify the specific role of Fb‐Epn in axon regeneration and the repair process after PNI, and the molecular features obtained in the present study could help with this.

Concerning the shared mechanism among tested Fb, 15 genes of soluble factors were found to be upregulated in all types of Fb, including genes of thrombospondin 1 (Tsp1), neuroserpin and galectin1. Tsp1 is a substrate for neurite adhesion and promotes axon regeneration after optic nerve injury (Neugebauer et al., 1991; O'Shea et al., 1991). Neuroserpin promotes neurite outgrowth of PC12 neurons (Parmar et al., 2002; Soeda et al., 2004), and galectin1 promotes axon regeneration after PNI (Horie & Kadoya, 2000). Therefore, these factors appear to underlie the axon‐promoting effect of all types of Fb, although gene upregulation does not necessarily mean enhanced protein secretion. The other 12 genes include typical Fb genes, such as *Col1a1*, *Col3a1* and *Fn1*, in addition to *Bgn*, which codes for biglycan, a small, leucine‐rich chondroitin sulfate proteoglycan (Diehl et al., 2021). Given that this matrix protein has never been explored as a substrate for axonal growth, it might be worth investigation.

The Fb‐Par can be categorized into perineurial Fb and endoneurial Fb by their anatomical locations, molecular features and developmental origins (Chen et al., 2021; Joseph et al., 2004). Therefore, it would be desirable to analyse them separately rather than as mixed populations of Fb‐Par. However, the perineurium attaches to the parenchyma tightly as a sheath, making its enzymatic and manual dissection technically difficult. In addition, given that cell surface markers of perineurial Fb and endoneurial Fb remain to be identified, a method of antibody‐mediated selection has not yet been developed. Interestingly, recent single‐cell transcriptome analysis proposed the possibility that endoneurial Fb were more important for promoting peripheral nerve regeneration than Fb‐Epn or perineurial Fb, based on the fact that endoneurial Fb had much higher number of significant DE genes than other Fb (Chen et al., 2021). Once an isolation method or cell‐specific manipulation method has been established, a future study is needed to elucidate the specific functions of perineurial Fb and endoneurial Fb after PNI.

Several studies have already investigated the molecular and functional characteristics of nerve‐derived Fb. One study found that nerve‐derived Fb expressed brain derived neurotrophic factor (Bdnf) in the proximal and distal stumps of the injured sciatic nerve (He et al., 2022). This might appear a contradictory finding to the present finding that Fb‐Skn expressed *Bdnf* more than nerve‐derived Fb. But Fb‐Skn are also reported to express Bdnf (Palazzo et al., 2012), and Bdnf is involved with fibrosis in various organs (Hang et al., 2021), supporting both findings. Another study reported that Fb accumulating at injury site 5 days after PNI expressed EphB2 to sort SCs for forming bridging tissue. But this study did not focus on the origin of the EphB2‐expressing Fb (Parrinello et al., 2010). In another study, Fb and SCs were cultured from postmortem human peripheral nerves, purified by magnetic labelling with antibodies against p75, and subjected to transcriptome analysis (Peng et al., 2020). Although it is not clear that these Fb included Fb‐Epn, this study demonstrated that Fb expressed genes of neurotrophic factors and adhesion molecules for axonal growth and pathfinding, supporting the view that Fb can promote neurite outgrowth and secrete growth factors and extracellular matrix proteins to stimulate SC migration (Dreesmann et al., 2009; Van Neerven et al., 2013; Zhang et al., 2016).

Fibroblasts have been explored as a source of cell therapy, because of their ease of preparation and expansion (Takahashi et al., 2007; Wong et al., 2007). For example, Fb genetically modified to secrete growth factors were transplanted into the lesion site of spinal cord injury to enhance axon regeneration (Krupka et al., 2017; Park et al., 2013; Zhou et al., 2019). For PNI, a nerve defect was reconstructed with three‐dimensional nerve conduits fabricated with Fb (Takeuchi et al., 2020; Zhang et al., 2018). Although these studies used Fb‐Skn, based on the present findings, nerve‐derived Fb might have more potential for use as a cell therapy for PNI. Future studies will be required to determine what types of Fb are optimal for specific purposes as a source of cell therapy.

## 5 CONCLUSION

Nerve‐derived Fb have a greater neurite‐promoting effect than Fb‐Skn, and Fb‐Epn can promote neurite outgrowth more effectively than Fb‐Par. Although both soluble and cell‐surface factors contribute to their neurite‐promoting effect, the soluble factors appear to function for the in vivo regeneration of axons at the site of injury, because there are abundant nerve‐derived Fb at the site of injury, but their direct contact with axons is lacking. Fb‐Epn and Fb‐Par have distinctly different molecular profiles, including genes that are related to biological functions and genes that encode for soluble factors to promote axons. These findings reveal that Fb are molecularly and functionally different depending on their localization in nerve tissue and suggest the possibility of Fb‐Epn being involved with axon regeneration after PNI more than previously thought.

## AUTHOR CONTRIBUTIONS

Conceptualization: Masato Hara and Ken Kadoya. Methodology: Takeshi Endo and Ken Kadoya. Investigation: Masato Hara. Funding acquisition: Takeshi Endo and Ken Kadoya. Project administration: Ken Kadoya. Supervision: Norimasa Iwasaki. Writing: Masato Hara, Takeshi Endo and Ken Kadoya. All authors approved the final version of the manuscript and agree to be accountable for all aspects of the work in ensuring that questions related to the accuracy or integrity of any part of the work are appropriately investigated and resolved. All persons designated as authors qualify for authorship, and all those who qualify for authorship are listed.

## CONFLICT OF INTEREST

None declared.

## Supporting information

Statistical Summary Document

## Data Availability

The datasets generated during and/or analysed during the present study are available from the corresponding author on reasonable request. Sequence data that support the findings of this study were deposited in Gene Expression Omnibus under the accession code GSE211427.

How the deposited data were processed for this re-analysis (not part of the article)

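RNA was measured in 9 libraries of cultured rat fibroblasts, with 3 each of Fb-Epn, Fb-Par and Fb-Skn. The authors made poly(A) directional libraries, sequenced paired ends of 150 bp on an Illumina instrument, trimmed the reads with Trimmomatic and aligned them with HISAT2 to rn6. The program that counted the reads, the annotation release and the use of strand are not named in the paper's text. The authors deposited 1 table of raw counts per gene, with a count for each library. The authors deposited a table of TPM for the same 32883 genes, and count divided by TPM gave 1 length per gene with a largest relative deviation of 4.4e-09. The authors deposited a table of FPKM, which is not a rescaling of the counts and was not used for any comparison.

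Each library was given its type and replicate number from the sample labels, and the replicate numbers come from these labels only. Since no source shows that equal numbers mark a shared animal or batch, the libraries were not paired, and a model with the replicate number as a block was an alternative. Total counts ranged from 10084584 to 12310506 per library. The common coefficient of variation between libraries of a type was 8.25%, and TMM factors ranged from 0.955 to 1.03.

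Counts were analysed with R 4.3.3 and edgeR 4.0.16 (TMM normalization, the default expression filter, quasi-likelihood fit and F test), with all 9 libraries in 1 model and the 3 comparisons between types as contrasts. The filter kept 13273 genes. P-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.01, and DE genes also had a log2 fold change above 2 or below -2. Where every library of the lower type had at most 3 counts, the fold was taken against 3 counts and is a lower bound. Genes were ordered by edgeR's estimate and not by this bound, so the order of genes with 0 counts in a type is not settled. The named genes are those the paper names, the 3 DE genes with the largest estimated change in each direction of each comparison, and the markers and *Hox* genes of the hand-written lists. Of 160 gene symbols listed more than once, none was merged, and genes were followed by their identifier.

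The studentized range statistic q was computed on the deposited TPM with the pooled variance of the 9 libraries. Similarity between libraries was Pearson's r of log2(TPM + 1) with complete-linkage clustering. Of 23 hand-written gene sets, the 18 with at least 5 tested genes were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over 54 set comparisons. Biological process terms listed with the genes were tested with Fisher's exact test (one-sided) for terms of at least 5 genes, against the 10640 tested genes that carry a term. DESeq2 1.42.0 and limma on log2 TPM served as alternatives. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The edgeR steps were tested on simulated data of the same size, where 200 of 200 changed genes were recovered and 0 unchanged genes were called among 13058 genes. All simulated genes shared a common spread, and every changed gene was past the fold-change threshold and away from low counts. The simulation therefore says nothing of smaller changes or of genes with few counts.

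The alternatives covered normalization (RLE, upper-quartile, library size only), the test, the filter (all genes with at least 1 count, at least 10 counts in every library), the libraries used, the thresholds, pseudocounts of 1 and 0.1, and q in place of the count model. Some genes of the paper's tables and of the marker lists are counted in the totals but are not reported here by themselves. KEGG pathway tables and the DAVID annotation were not used here, and neither were the cell culture, imaging and animal experiments.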

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

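The tests of *Serpine2*, *Fgf1* and *Spp1*, and of the *Hox* genes were chosen only after the result was seen. The tests of Schwann cells, keratinocytes and repeats of sequencing, and those of gene length, were set beforehand.

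The cultures express markers of cells other than fibroblasts, which the paper's sequencing results do not report. Of 9 Schwann cell markers, 7 were DE genes higher in Fb-Epn than in Fb-Skn and 7 in Fb-Par against Fb-Skn (among them *S100b*, *Erbb3* and *Sox10* in both comparisons). *S100b* had a TPM of 129.6 ± 8.21 in Fb-Epn, 119.2 ± 4.83 in Fb-Par and 7.96 ± 1.17 in Fb-Skn (SD, n = 3 each). The paper describes S100b and Cd31 immunoreactivity of these cultures as negligible in Figure 2. Of the macrophage markers, 8 were DE genes higher in Fb-Epn (*Ptprc*, *Aif1*, *Laptm5*, *Cd14*, *Csf1r*, *Tyrobp*, *Cd68* and *Adgre1*) and 2 in Fb-Par (*Aif1* and *Csf1r*). Of the endothelial markers, 3 were DE genes higher in Fb-Epn (*Tek*, *Cdh5* and *Tie1*) and 1 in Fb-Par (*Tek*). Of the mural and smooth muscle markers, 3 were DE genes higher in Fb-Epn (*Rgs5*, *Kcnj8* and *Des*) and 3 in Fb-Par (*Rgs5*, *Notch3* and *Kcnj8*). In Fb-Epn, 4 of 9 markers of the mural set were higher than in Fb-Skn. The median log2 fold change was -1.26 and the mean was 1.16, so they differ in sign. The adjusted p of 4.0e-08 (camera) came without a recorded direction, so it does not speak for higher mural markers. With at least 10 counts required in every library, the mean of the set minus that of all tested genes was -1.17. In Fb-Par, 7 of 9 were higher, with a median of 1.32.

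With library size only, the scaling of edgeR that moved it most, the median log2 fold change of all tested genes went from -0.0028 to 0.086 in Fb-Epn against Fb-Skn, while each of these DE genes has one above 2. For Schwann cells in the cultures, 9 markers with a mean TPM of at least 1 were higher in every Fb-Par than in every Fb-Skn library. Between types that do not differ, chance gives 10% of genes in either direction and 5% in this direction. Here 3077 of the 13273 tested genes passed the adjusted p and were higher in Fb-Par, so 5% is too low a yardstick. Since these genes mark Schwann cells, such cells in the nerve-derived cultures are a candidate source of these transcripts. Expression of the same genes by nerve fibroblasts cannot be told apart from it, since RNA of whole cultures does not separate cells. For keratinocytes in the skin cultures, 1 of 10 markers, *Krt14*, had a mean TPM of at least 1 in Fb-Skn (1.11) and was higher in every Fb-Skn library than in every nerve-derived one. *Krt10* was at 2.32 in Fb-Epn, 3.53 in Fb-Par and 2.51 in Fb-Skn, and the other 8 were under 1 in every type. A small number of keratinocytes in Fb-Skn is not ruled out by this.

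RNA from Schwann cells alone was tested as the source of *Serpine2*, *Fgf1* and *Spp1*, which were higher in the nerve-derived types. If it were, the log2 ratio of Fb-Par to Fb-Epn could be expected to reach that of the Schwann cell markers with a mean TPM of at least 1 in a nerve-derived type and under 0.1 in Fb-Skn, the lowest of which was 0.82 for *Gfap*. It was -0.26 for *Serpine2* and -0.60 for *Fgf1*, under that value. It was 2.28 for *Spp1*, above that value, so *Spp1* cannot be told apart from RNA of Schwann cells. *S100b*, which Fb-Skn also express, is not among these markers. Its ratio was -0.12, so Schwann cell markers do not all share 1 ratio. *Serpine2*, at -0.26, lies near it, so this test cannot exclude RNA of Schwann cells for *Serpine2*. *Fgf1*, at -0.60, was further under it.

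Of the *Hox* genes, 13 were DE genes between Fb-Epn and Fb-Skn, which the paper does not report. *Hoxc11* and *Hoxc13* were higher in Fb-Epn and 11 genes were lower (*Hoxb2*, *Hoxb3*, *Hoxb4*, *Hoxb6*, *Hoxb7*, *Hoxb8*, *Hoxb9*, *Hoxc5*, *Hoxc8*, *Hoxd4* and *Hoxd9*). RNA from Schwann cells alone was tested only for the 2 genes higher in Fb-Epn. Their median log2 ratio of Fb-Par to Fb-Epn was -0.28, under that of every such marker. The 11 lower genes were not part of this test. For the position of the tissue along the body axis, Spearman's rho of the gene's number in its cluster with the log2 fold change was 0.557 over 18 genes (permutation p = 0.018). It was 0.11 within *Hoxb* and 0.76 within *Hoxc*. The sciatic nerve and the abdominal skin lie at different levels of the body, so position is a candidate explanation, but it cannot be told apart from rat and tissue, which change with it.

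With q above 10.62, 72 genes between Fb-Epn and Fb-Skn and 36 genes between Fb-Epn and Fb-Par had a mean TPM of 0 in 1 of the types. Of these, 45 and 11 were DE genes in edgeR. No ratio of means can be formed for them, and no biological explanation was tested.

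The libraries of a type are close to each other. If they were repeated runs of 1 sequencing library, their differences would be those of a Poisson distribution. The lowest ratio of the observed to the Poisson difference among 9 pairs of libraries was 1.76, against a highest simulated ratio of 1.06, so repeated runs alone leave part of the variation unexplained. Separate library preparations of 1 RNA sample can also differ by more than a Poisson distribution, so these and separate cultures cannot be told apart here.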

How the results depend on the processing

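The tests with q on TPM restricted to genes with a mean TPM above 0 in both types, and the gene lists made from them, were chosen only after the result was seen. All other alternatives were set before the data were examined.

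The numbers of genes depend on the test. With q above 10.62 on TPM, 2882, 2716 and 3004 genes differed in Fb-Epn against Fb-Skn, Fb-Epn against Fb-Par and Fb-Par against Fb-Skn. With only genes with a mean TPM above 0 in both types, these numbers were 2810, 2680 and 2900, with 742 DE genes in Fb-Par against Fb-Skn. With the unrounded quantile at 3 degrees of freedom they were 2811, 2681 and 2900, with 742 DE genes in the last comparison. With at least 10 counts in every library, a filter that drops genes off in 1 type, 319, 344 and 373 genes were DE genes. With limma on log2(TPM + 1), 580, 421 and 576 genes were. Against Fb-Skn, the split of the genes past the adjusted p into higher and lower depends on the scaling. In Fb-Epn it was 3106 and 2695 with RLE factors, and 3715 and 2113 with library size only. In Fb-Par it was 3189 and 2822 with RLE factors, and 3737 and 2297 with library size only. With limma on log2(TPM + 1) it was 3845 and 1731 in Fb-Epn, and 3902 and 1931 in Fb-Par.

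The list of DE genes higher in both nerve-derived types held 109 genes with at least 10 counts in every library, 180 with limma on log2(TPM + 1), 210 with q above 10.62, 216 with the glmTreat test, 196 with both restricted q settings and 1772 with no fold-change threshold. The list higher in Fb-Epn than in Fb-Par held 220 with at least 10 counts in every library, 265 with limma on log2(TPM + 1), 217 with the glmTreat test and 2676 with no fold-change threshold. The DE soluble factors numbered 7 with at least 10 counts in every library, with limma on log2(TPM + 1), with q above 10.62 on TPM and with both restricted q settings, and 6 with the glmTreat test.

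With the replicate number as a block, 5580, 4859 and 5799 genes passed the adjusted p in the 3 comparisons and 1099, 842 and 1116 were DE genes. The lists held 470 and 536 genes, and 11 soluble factors were DE genes. Correlations of residuals between same-numbered libraries of different types averaged 0.0059, -0.039 and -0.052, which gives no sign of pairing.

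The direction of *Thbs1* between Fb-Par and Fb-Skn was not stable. It turned to higher in Fb-Par with RLE factors (0.016), library size only (0.093), DESeq2 (0.016), at least 10 counts in every library (0.021), only the 2 types compared (0.022), limma on log2(TPM + 1) (0.15) and limma on log2(TPM + 0.1) (0.15), and ranged from -0.045 to 0.034 when 1 library was left out. *Lgals1* turned to higher in Fb-Par with library size only (0.013) and with limma on log2(TPM + 1) (0.073) and log2(TPM + 0.1) (0.073), and ranged from -0.15 to 0.017 when 1 library was left out, higher only without Fb-Skn replicate 1. The median log2 fold change of all tested genes in this comparison moved from -0.012 to 0.0052 with RLE factors, 0.0051 with DESeq2, 0.083 with library size only, 0.0060 with only the 2 types compared, 0.12 with limma on log2(TPM + 1) and 0.14 with limma on log2(TPM + 0.1). The turns under these settings are mostly a shift of all genes alike and say little of these 2 genes by themselves. With at least 10 counts in every library the median stayed at -0.0118, so a shift of all genes does not account for the turn of *Thbs1* there. For the fits that left out 1 library no such median is given, so their turns are not covered.

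Gene set values here are the mean log2 fold change of a set minus that of all tested genes. The filter of at least 10 counts in every library can take genes out of a set, so its values may rest on fewer genes. In Fb-Epn against Fb-Skn, mural markers turned to -1.17 with at least 10 counts in every library, the limb and body site set to 0.11 without Fb-Skn replicate 1 (from -0.53 to 0.11 over the libraries left out), and posterior *Hox* genes to -0.42 with all genes with at least 1 count. In Fb-Epn against Fb-Par, *Hox* genes turned to 0.13 without Fb-Par replicate 1 (from -0.24 to 0.13). Anterior *Hox* genes turned to 0.28 with all genes with at least 1 count, 0.10 without Fb-Epn replicate 1, 0.31 without Fb-Par replicate 1 and 0.024 without Fb-Skn replicate 2 (from -0.23 to 0.31). The complement set in Fb-Epn against Fb-Par (0.70) and the hypoxia set in Fb-Par against Fb-Skn (-0.64) lost their call when the inter-gene correlation was estimated per set. In Fb-Par against Fb-Skn, the complement set lost its call (0.55) and interleukins turned to 0.074 with at least 10 counts in every library. The fry rotation test gained calls there for S phase (-0.46), angiogenesis (0.49), chemokine ligands (-0.95) and interleukins (-0.55).

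With lists by q on TPM at 3 degrees of freedom, 1 of the 8 terms of Figure 6c passed 0.05 in its own list, and the ERK1 and ERK2 term (2.61-fold) and angiogenesis (2.39-fold) no longer did. The lowest r within a type and the highest between types were 0.981 and 0.909 with log2(TPM + 0.1), 0.985 and 0.918 with edgeR log2 CPM, and 0.929 and 0.577 with the 1000 most variable genes.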

Differences from the paper's values

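The tests with q on TPM restricted to genes with a mean TPM above 0 in both types were chosen only after the result was seen, with the paper's counts in view.

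Between Fb-Epn and Fb-Skn, 5830 genes had an adjusted p under 0.01 in edgeR, against the paper's 2811. Of the alternatives set before the data were examined, q above 10.62 on TPM, with 2882 genes, came within 1.5 times the paper's number, and none of the others did. Between Fb-Epn and Fb-Par, 5145 genes passed, against the paper's 2681, and again q above 10.62 on TPM, with 2716 genes, was the 1 alternative set before the data were examined that closed the gap. With q restricted to genes with a mean TPM above 0 in both types, a setting chosen after seeing the values and with the paper's counts in view, the unrounded quantile at 3 degrees of freedom gave 2811 and 2681 and the rounded 10.62 gave 2810 and 2680. The same settings, chosen after seeing the values, gave the paper's 753 and 652 DE genes, where edgeR gave 1120 and 860.

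The list of DE genes higher in both nerve-derived types held 492 genes, against the paper's 196. Of the alternatives set before the data were examined, limma on log2(TPM + 1) with 180 genes, q above 10.62 on TPM with 210 and the glmTreat test with 216 closed the gap, and the others did not. Both restricted q settings, chosen after seeing the values, gave 196, and also the paper's 403 genes higher in Fb-Epn than in Fb-Par, where edgeR gave 543.

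Of the soluble factors, 11 were DE genes, against the paper's 7. Of the alternatives set before the data were examined, 7 factors were reached with at least 10 counts in every library, limma on log2(TPM + 1) and q above 10.62 on TPM. The filter of at least 10 counts leaves out *Fgf9*, *Gdnf*, *Hgf* and *Ptn*, each with fewer in some library, so its 7 follows from the filter. The glmTreat test gave 6. Library size only (10), limma on log2(TPM + 0.1) (10), and leaving out Fb-Par replicate 2 (9), Fb-Par replicate 3 (10), Fb-Skn replicate 1 (10) or Fb-Skn replicate 2 (10) came within 1.5 times the paper's number but left most or part of the gap open. The others did not come that near. The restricted q settings, chosen after seeing the values, also gave 7.

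The paper names cell division, chromosome segregation and mitotic cell cycle for the genes higher in both nerve-derived types. In edgeR's list these terms were carried by 1, 0 and 2 genes, fewer than chance gives, and none passed the adjusted p in any setting run. The paper names cell migration for the genes higher in Fb-Epn than in Fb-Par, where the term was carried by 16 genes, 1.60-fold over expectation (Fisher's exact test, unadjusted p = 0.044, adjusted p = 0.40), and it passed in no setting run.

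The paper describes *Serpine2* as higher in Fb-Epn than in Fb-Par. In edgeR it was higher in Fb-Epn as well, with a log2 fold change of 0.27 (adjusted p = 0.0034), while its q of 6.71 is under the 10.62 printed with Table 1 and above the 6.33 at 6 degrees of freedom. The paper gives 29 as the number of genes listed in Table 2, while the table names 42 different genes. The paper prints an F of 5.14 beside P < 0.01, while 5.14 is the 0.95 quantile for 3 groups of 3 and 10.9 the 0.99 quantile. The 10.62 equals the 0.99 quantile of the studentized range at 3 degrees of freedom, while 9 libraries in 3 groups leave 6.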

Other observations

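The tests of groupings of all 9 libraries, of inflammatory response genes and of exchanged panels were chosen only after the result was seen. The tests of splits of 6 libraries for the numbers of genes, and of gene length, were set beforehand.

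Other splits of the libraries were used to ask how often as large a result arises by chance. In each comparison, 4 of the 10 splits of the 6 libraries part all same-numbered pairs, and the real split was the 1 of the 4 with as many genes past the adjusted p, as many DE genes, and as many DE genes higher in Fb-Epn than in Fb-Par. The other splits gave at most 1 gene. With 4 splits the share cannot go under 0.05, so the splits do not settle it for a single comparison. The 9 libraries were also put into the 36 groupings that keep libraries of the same replicate number apart. Of these, 1, the real one, gave as many genes past the adjusted p in at least 1 comparison (8311, with at most 1851 elsewhere). The real one was also the 1 with as many DE genes in at least 1 comparison (1840, with at most 578). Again 1 gave as many DE genes higher in both nerve-derived types (492, with at most 309 in another grouping), and 1 gave as many DE soluble factors (11, with at most 3). For the gene sets, 3 of 36 groupings gave at least as many set comparisons as the real one, with a median of 24 against 35. That number does not set the real grouping apart, and a small camera p of a single set is open to the same doubt.

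Gene length bias was tested by Spearman's rho of log2 fold change with gene length, which was 0.15 in Fb-Epn against Fb-Skn, -0.062 in Fb-Epn against Fb-Par and 0.18 in Fb-Par against Fb-Skn. All are under 0.2 in size, the limit set for a bias.

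Cell cycle genes were higher in Fb-Epn than in both other types and not higher in Fb-Par than in Fb-Skn. With each library left out in turn, the mean log2 fold change in Fb-Epn against Fb-Skn minus that of all tested genes ranged from 0.856 to 0.901 for the S phase set and from 0.51 to 0.57 for the G2 and M phase set. Over 16 alternatives, RLE factors and library size only among them, the same values ranged from 0.856 to 0.945 and from 0.51 to 0.72. A set is compared with all other genes, and a scaling moves all genes alike. A faster growth of the Fb-Epn cultures at harvest is a hypothesis, and neither growth state nor culture density can be told apart from type here.

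The inflammatory response genes higher in Fb-Epn than in Fb-Par could stem from RNA of macrophages alone. If so, they would follow the macrophage markers, of which 8 of 9 were ordered Fb-Epn, Fb-Par, Fb-Skn and 0 were higher in Fb-Skn than in Fb-Par. Of the 29 genes, 51.7% were higher in Fb-Skn than in Fb-Par. These genes were chosen for a low value in Fb-Par against Fb-Epn, which by itself favours a high share, so they cannot be told apart from RNA of macrophages by this test.

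The terms of the 2 panels of Figure 6c were also tested each in the other panel's list. With the lists by q on TPM at 3 degrees of freedom, 8 of the 8 terms passed an adjusted p of 0.05 in the other panel's list and 1 passed in its own. With the edgeR lists, 6 passed in the other list and 3 in their own. In the edgeR list higher in Fb-Epn than in Fb-Par, chromosome segregation was carried by 19 genes, 6.54-fold over expectation, and cell division by 29 genes, 3.54-fold. A candidate explanation is that the 2 panels are exchanged, and only the authors' lists can settle it.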
